# Mating Enhances Expression of Hormonal and Trophic Factors in the Midbrain of Female Rats

**DOI:** 10.3389/fnbeh.2020.00021

**Published:** 2020-04-15

**Authors:** Cheryl A. Frye, Sridar V. Chittur

**Keywords:** calbindin, follicle-stimulating hormone, growth hormone, kallikrekin peptidase, luteinizing hormone, thyroid-stimulating hormone

## Abstract

Among female rats, mating enhances neurosteroid formation in the midbrain ventral tegmental area (VTA; independent of peripheral steroid-secreting glands, ovaries, and adrenals). The sources/targets for these actions are not well understood. In Experiment 1, proestrous rats engaged in a mating paradigm, or did not, and the midbrains had been assessed *via* the Affymetrix rat genome microarrays. In Experiment 2, the influence of gonadal and adrenal glands on the expression of these genes was assessed in rats that were proestrous, ovariectomized (OVX), or OVX and adrenalectomized (ADX). The microarrays revealed 53 target genes that were significantly up-regulated (>2.0-fold change) in response to mating. Mating significantly enhanced the midbrain mRNA expression of genes involved in hormonal and trophic actions: Gh1, S100g, and Klk1b3 in proestrous, but not OVX and/or ADX, rats; Fshb in all but OVX/ADX rats; and lutenizing hormone β and thyroid-stimulating hormone (TSH) β in all rats. Thus, mating enhances midbrain gene expression independent and dependent of peripheral glands.

## Introduction

In rats, copulatory behavior is complex, and the manner in which mating occurs can affect the reproductive outcomes. Mating in rats involves a series of mounts, intromissions, and ejaculations (Beach and Jordan, 1956). A mount refers to the male rat positioning his two front paws on the back of the female rat, without penile penetration (Gilbert et al., 1983). Intromissions refer to a slight penetration of the penis into the vagina, which lasts approximately 0.25 s (Peirce and Nuttall, 1961a,b). An ejaculation refers to a deeper intromission, during which the male deposits a sperm plug in the vaginal canal of the female (Matthews and Adler, 1977). A series of mounts and intromissions that ends in ejaculation is called an ejaculatory series. Typically, laboratory rats need 10–20 intromissions before they attain their first ejaculation (Beach and Jordan, 1956).

These standard measures of copulatory behavior are all defined in terms of male behaviors: mounting, intromissions, and ejaculations. However, the rate, timing, and position of all mating behaviors are a result of the interactions between the male and the female of any species (Beach, 1976). Female rats exhibit a species-specific mating behavior. A female rat orients her body toward the male rat as he approaches; she often does this in a hopping manner and then darts away. This type of solicitation, or proceptive behavior, was first described by McClintock and Adler (1978) in a study of a semi-natural environment. The female rat was sometimes observed to put a great deal of space between herself and the male. In a semi-natural environment, the time between intromissions seem to be controlled by female solicitations of males (McClintock et al., 1982). When the size of the cage or a chance for escape allows the female rats to control her interaction with the male rats, her time away is a function dependent upon the preceding behavior(s) of the male (Erskine, 1985). Her time away (i.e., latency period) is the greatest after ejaculations and the shortest after mounts, but in between for intromissions. The percentage of exits is also a result of an antecedent male behavior in that the female will try to get away a fewer times when she receives a mount, as opposed to when she received an ejaculation or intromission (Erskine, 1985).

In 1982, Erskine and Baum found that not only is inter-intromission time dependent upon the preceding male behavior but also the interintromission periods are longer when the female can control the interaction. This phenomenon of female rats being able to escape a male rat by some kind of divided chamber has been termed “pacing” behavior (Gilman and Hitt, 1978). With paced mating, fewer intromissions are necessary to bring about the neuroendocrine response of luteal functioning (Gilman and Hitt, 1978), which results in progesterone secretion, the *sine qua non* for pregnancy. Indeed, paced mating is rewarding for females as it induces a conditioned place preference (Paredes and Alonso, 1997).

Near three scores ago, for my undergraduate thesis, I received a research undergraduate award from NSF to work with Dr. Mary Erskine, a pioneer in the field. I examined the effects of paced or non-paced mating and the time of day of mating in the morning (7–9 am) or in the evening (4–6 pm) to ascertain effects on measures of fertility (number of days in luteal function/pseudopregnancy/pregnancy) and fecundity. Female rats that paced their contacts and mated in the evening were much more likely to become pregnant and have the most pups (Frye and Erskine, 1990; Frye et al., 1998). I went on to show that these effects were due to progesterone’s actions in the midbrain ventral tegmental area (VTA), where there is transient expression of non-estrogen-induced progestin receptors perinatally that remit shortly after birth (Frye, 2001; Blaustein, 2003). Notably, this region is largely devoid of intracellular progestin receptors in adults (Frye, 2001; Blaustein, 2003), but GABA_A_ and NMDARs, co-localized to calbindin-expressing dopaminergic neurons, are prominent (Willick and Kokkinidis, 1995; Westerink et al., 1996; Olson and Nestler, 2007). In hamsters, mating alters gene expression in the diencephalon (i.e., striatum and nucleus accumbens; Bradley et al., 2005).

Progestogens, including progesterone (P) and its metabolites, are pleiotropic factors that can have diverse actions to influence development and/or behavioral processes throughout life. Progesterone and its 5α-reduced metabolite, dihydroprogesterone (DHP), can be secreted from peripheral sources, such as the gonads and the adrenals, to travel through circulation and passively diffuse into target cells in the periphery or brain. The endocrine actions of P or DHP can occur *via* binding to cognate, intracellular steroid receptors (Shughrue et al., 1997) *via* “traditional” actions that modulate gene transcription and translation to protein (Pfaff et al., 1976) in a process that can take approximately 5–10 min to days. These traditional actions of progestogens for reproduction and maintaining pregnancy are well known (Boling and Blandau, 1939; Robson, 1940; Hall, 1956; Erskine, 1989). Moreover, progestogen formation throughout the lifespan may confer protection from neurodegeneration or later central insults (Schumacher et al., 2004; De Nicola et al., 2009; Paris et al., 2011; Garay et al., 2012). Thus, progestogens are important neurotrophic factors that can be naturally enhanced *via* engagement in reproductive behavior.

Some of P’s trophic and behavioral effects may be due to the actions of its neuroactive metabolite that can have rapid actions occurring at “non-traditional” receptor sites (such as membrane-relegated neurotransmitter targets). Progesterone’s 5α-reduced metabolite, DHP, can be further metabolized by 3α-hydroxysteroid dehydrogenase to form 5α-pregnan-3α-ol-20-one (3α, 5α-THP, a.k.a., allopregnanolone). Neurosteroids, such as 3α, 5α-THP, can be synthesized *de novo* in astrocytic and/or neural cells, even in the absence of peripheral steroid sources (gonads and/or adrenals; Baulieu, 1980; Paul and Purdy, 1992; Mellon, 1994). Unlike P and DHP, 3α, 5α-THP is a potent allosteric modulator of GABA_A_ receptors (Majewska et al., 1986; Callachan et al., 1987; Fodor et al., 2005), where it can promote rapid (<10 min) effects (Baulieu, 1980; Gee et al., 1995; Frye and Vongher, 1999). 3α, 5α-THP may also allosterically modulate glutamatergic N-methyl-D-aspartate receptors (NMDARs; Frye and Paris, 2011) and has less well-defined actions through other non-steroidal, ligand-gated, ion channel, and/or G protein-coupled receptors (Rupprecht and Holsboer, 1999). Thus, P can have rapid, non-traditional actions in the brain *via* conversion to its metabolite, 3α, 5α-THP.

In rodents, mating is utilized as a bioassay to determine the mechanisms that underlie the steroids’ effects. Female rodents are dependent upon the central actions of P, and/or its metabolites, to promote lordosis (a stereotypical posture that allows mating to occur). In hamsters, mating alters gene expression in the diencephalon (i.e., striatum and nucleus accumbens; Bradley et al., 2005). We have utilized a paced mating paradigm, wherein female rats are given free access to a chamber containing a confined male and an empty chamber. In this paradigm, females can temporally pace their mating contacts (Erskine, 1985). Engaging in this type of mating enhances 3α, 5α-THP content *via* neurosteroidogenesis in the midbrain, hippocampus, frontal cortex, and diencephalon (Frye and Rhodes, 2006; Frye et al., 2007). Moreover, these effects have been localized to the midbrain VTA, an important region for motivated behavior and reward (Bain and Kornetsky, 1989; Agars and Kokkinidis, 1992; Frye et al., 1992; McBride et al., 1993). Notably, this region is largely devoid of estradiol-induced intracellular progestin receptors (Frye, 2001; Blaustein, 2003), but GABA_A_ and NMDARs, co-localized to calbindin-expressing dopaminergic neurons, are prominent (Willick and Kokkinidis, 1995; Westerink et al., 1996; Olson and Nestler, 2007). Blocking 3α, 5α-THP formation, or these neurotransmitter receptors and their downstream signal transduction targets, within the VTA attenuates lordosis (Frye et al., 2008a; Frye and Paris, 2011; Frye, 2011). Thus, engagement in paced mating is an important stimulator of neurosteroidogenesis in the midbrain VTA among female rats, and mating-induced enhancement of 3α, 5α-THP in the VTA is critical for the maintenance of rodent reproduction.

The mechanisms that may underlie mating behavior *via* non-traditional actions in the midbrain remain to be elucidated. We hypothesized that engagement in paced mating would alter the gene expression of traditional, and/or non-traditional, steroid targets in the midbrain, the latter of which may include GABAergic, dopaminergic, and glutamatergic substrates and/or their downstream signal transduction processes. Further, we hypothesized that gonadal and/or adrenal steroid production might play an important role in the expression of these and/or other important trophic factors: there are rapid changes in the midbrain VTA in response to progestogens, and mating can rapidly increase progestogens (Frye, 2011). As such, RNA microarrays were performed on sexually receptive (proestrous) female rats that engaged in paced mating with a male or proestrous rats that were exposed to an empty, clean paced mating chamber in the absence of a male. To ascertain the roles of peripheral progestogen sources, some targets were followed up with quantitative polymerase chain reaction (qPCR) in midbrain tissues from proestrous rats that were gonadally intact, had their ovaries removed (OVX), or had their ovaries and adrenals (OVX/ADX) removed.

## Materials and Methods

These methods were approved by the Institutional Animal Care and Use Committee at The University at Albany-SUNY and were conducted in accordance with the ethical guidelines defined by the National Institutes of Health (NIH Publication No. 85-23).

### Study Procedure

Rats that were gonadally intact and had regular 4- to 5-days estrous cycles (*n* = 6) underwent paced mating for one ejaculatory sequence (*n* = 3) or were yoked controls that were exposed only to a clean paced mating chamber (*n* = 3). The rats were euthanized immediately following behavioral testing as described below. Frozen midbrain tissue was assessed *via* RNA microarrays, as described below, at the Center for Functional Genomics, The University at Albany. RNA expression differences in some targets that were of interest were verified *via* qPCR. Some changes that occur in midbrain gene expression with mating may be due to the actions of progestogens; however, given that neural cells can synthesize progestogens in the absence of peripheral production (King, 2008) and may serve as important trophic factors, it was important to include extirpation groups that had minimal circulatory progestogens. In order to ascertain the degree to which peripheral progestogen secretion influenced changes in RNA expression, some rats were OVX (*n* = 6) or were OVX/ADX (*n* = 6), estradiol-benzoate (EB)-primed (10 μg, SC), and tested 10 days after surgery. Therefore, the influence of peripheral progestogens on central changes in gene expression that occurred with mating among extirpation groups is assumed to be limited. Ovariectomized or OVX/ADX rats were primed with EB (10 μg, SC) and tested 44 h later in the paced mating task or as yoked controls. This EB priming regimen has been utilized to facilitate mating and produce physiological estradiol and P in OVX or OVX/ADX rats previously (Frye et al., 2008b; Frye and Paris, 2011) and is necessary so that comparisons could be completed in rats that engaged in mating, which otherwise would not occur without EB priming. Midbrain was collected from rats that were OVX and/or ADX, and RNA was isolated in these tissues as described. qPCR was run in these tissues to assess the ovarian and/or adrenal contributions to up-regulation of targets delineated in the microarray experiments.

### Animals and Housing

Adult (50–60 days old) Long–Evans female rats (*N* = 25) were bred in the Life Sciences Laboratory Animal Care Facility at The University at Albany-SUNY (original stock obtained from Taconic Farms, Germantown, NY, USA). The rats were housed in polycarbonate cages (45 × 24 × 21 cm) with woodchip bedding in a temperature-controlled room (21 ± 1°C) and were maintained on a 12:12-h reversed light cycle (lights off at 08:00 h) with continuous access to Purina rat chow and tap water in their home cages.

### Determination of Estrous Cycle Phase in Gonadally Intact Rats

Vaginal epithelium was collected from gonadally intact rats (*n* = 13) for 21–22 consecutive days by inserting an eye dropper with distilled water into the vaginal canal and squeezing. Epithelial samples were assessed under a light microscope to determine the phase of the estrous cycle as per previously described methods (Long and Evans, 1922; Frye et al., 2000; Marcondes et al., 2002). Briefly, samples characterized by numerous epithelial cells that were nucleated were considered to be of the proestrous phase; the time when circulatory E levels are elevated, progestogen levels are rising, and female rats are sexually receptive. The samples that were characterized by the presence of many cornified cells were considered to be of the estrous phase. A lack of nucleated or cornified cells, combined with the presence of leukocytes, was indicative of the diestrous phase. The presence of all three cell types, in similar proportions, was considered to be indicative of the meta-estrous phase. Six of the 13 gonadally intact rats in the present study had typical 4- to 5-days estrous cycles across the 21- to 22-days period and were utilized for behavioral testing.

### Surgical Protocol for Ovariectomized and/or Adrenalectomized Rats

The rats underwent surgery using xylazine (12 mg/kg) and ketamine (70 mg/kg) anesthesia. Ovariectomy was performed on some rats (*n* = 12) as previously described (Frye et al., 2008b). Briefly, a ~3-cm incision was made in the dorsal region of the flank, just anterior to the kidney. The ovary was isolated from the surrounding adipose tissue, ligated with surgical silk (4–0 USP, 1.5 m), and extirpated. The muscle wall and skin were closed with 2–3 silk sutures, and the procedure was repeated for the ovary on the alternate side. Some rats also underwent ADX (*n* = 6) at the time of OVX as per prior methods (Rhodes et al., 2004). For ADX, the adrenal gland was located *via* proximity to the kidney; the gland was isolated with a forceps and extirpated. One OVX/ADX rat died prior to surgical completion. Following surgery and prior to testing, the animals were monitored for changes in weight, righting response, flank stimulation response, and/or muscle tone (Marshall and Teitelbaum, 1974). No rats failed these assessments in the present study. Given that ADX rats are rendered sodium deficient, they were provided continuous access to a bottle of sodium chloride (0.9%) in addition to drinking water. All rats that had surgery were allowed 10 days for recovery and hormonal washout prior to testing.

#### Behavioral Outcome Measures

Paced mating was conducted as per previous methods (Erskine, 1985). In brief, the paced mating apparatus (37.5 × 75 × 30 cm) was equally divided by a Plexiglass partition, which contained a small (5 cm in diameter) hole in the bottom center, allowing the female (but not the stimulus male) free access to both sides of the apparatus. The frequency of mating contacts (intromissions) was recorded, and a lordosis quotient was calculated [(frequency of female dorsiflexion during a sexual contact/total sexual contacts by a male) * 100] during a 15-min test. The frequency of proceptive/solicitation behavior (ear wiggling, hopping, and darting) prior to intromission was recorded and calculated as a proceptivity quotient [(frequency of proceptive behaviors/total sexual contacts by a male) * 100]. The percentage of defensive aggressive behaviors (vocalizing and attack) that females displayed in response to male intromission was calculated as a defensive aggression quotient [(frequency of defensive aggression/total sexual contacts by a male) * 100]. Following intromission, the percentage of times the experimental female left the chamber containing the male (% exits) following sexual contacts was recorded. The effects of ovarian and/or adrenal gland extirpation to reduce the sexual response of female rodents to male mounting have been established (Davidson et al., 1968; Komisaruk and Diakow, 1973; Feder et al., 1974), and the present behavioral data is confirmatory in this regard.

### Tissue Collection and Dissection

Immediately following the behavioral testing, the rats were euthanized *via* rapid decapitation in an RNase/DNase-free environment. All surfaces, tools, and personal protective equipment that were utilized for euthanasia were decontaminated with quatricide and RNase/DNase cleansing solution (RNase AWAY, Laboratory Products Sales, Rochester, NY, USA) prior to termination of each subject. For each subject, whole brains were removed at the time of death, and the brain was positioned ventral side up for gross dissection of the midbrain immediately after the brain was extracted from the skull. The optic chiasm was utilized as the anterior border of the dissection, the pontine regions were utilized as the posterior border, and the cerebral aqueduct was utilized as the ventral border. The borders were ~1.5 mm from the anterior, posterior, and midline as previously reported (Frye et al., 2007). Dissected midbrains were placed in RNase/DNase-free tubes and immediately flash-frozen on dry ice and maintained at −80°C until microarray.

### Microarray Analyses

Tissues from gonadally intact rats (*N* = 6; chamber-exposed, *n* = 3, paced mated, *n* = 3) were sent to the microarray core at the Center for Functional Genomics at the University at Albany-SUNY to have the RNA extracted. Then, they were sent along to UCLA Microarray Core Facilities to the consortium coordinators, Brandy Hamill and Stanley Nelson, to complete the Affymetrix Rat Genome 230 2.0 gene chip as described below. See the following files from the UCLA Microarray Consortium for the raw data of Experiment 1 comparing the intact paced mated and the non-mated rats (frye-affy-rat-483660). 

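For Experiment 2, midbrain RNA of ovariectomized (OVX) rats and of ovariectomized and adrenalectomized (OVX/ADX) rats was measured on Affymetrix rat expression arrays. The rats had received 10 μg of estradiol benzoate 44 h earlier, at 10 days after surgery. There were 6 OVX arrays and 6 OVX/ADX arrays, each with 3 labelled paced mated and 3 labelled chamber-exposed. The paper gives n = 3 rats per condition, so p-values measure the spread between these rats, and the number of arrays limits the precision. Of the OVX/ADX arrays, 4 are titled with numbers from 4123 to 4126, and the other arrays, 2541 and 2530, have numbers of a series that also names arrays of intact rats. The paper reports that 1 OVX/ADX rat died before surgery was complete, and it does not say how this relates to the 6 arrays labelled OVX/ADX. The authors deposited log2 signals, made by RMA in Affymetrix Expression Console 1.4 according to the submitters' processing notes, while the paper's methods name GCRMA. These values were used as deposited. The OVX arrays were normalized in 1 run with 6 arrays of intact rats, with lowest signals of 2.30 to 2.39 per array. The OVX/ADX arrays formed a separate run, with lowest signals of 3.38 to 3.43. Levels from separate runs are therefore not directly comparable, and a gene's level is also given as its percentile among the probe sets of the same array. The runs also differed in markers of brain regions. Th, tyrosine hydroxylase of dopamine neurons, was 6.53 ± 1.03 (SD, n = 6) on the OVX arrays, a median percentile of 36.9, and 10.01 ± 0.54 (SD, n = 6) on the OVX/ADX arrays, a median percentile of 92.3. After quantile normalization of the 24 arrays, the median marker of cortex and hippocampus was 2.12 higher on the 12 arrays of the run with the OVX arrays than on the other 12, with 12 of 13 genes higher. The median marker of midbrain dopamine neurons differed by −1.88, with 12 of 14 genes lower. Mating was compared within OVX and within OVX/ADX rats with limma 3.58.1, over the 27035 probe sets at or above the 20th percentile of an array in at least 3 arrays.

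**Figure D1:**
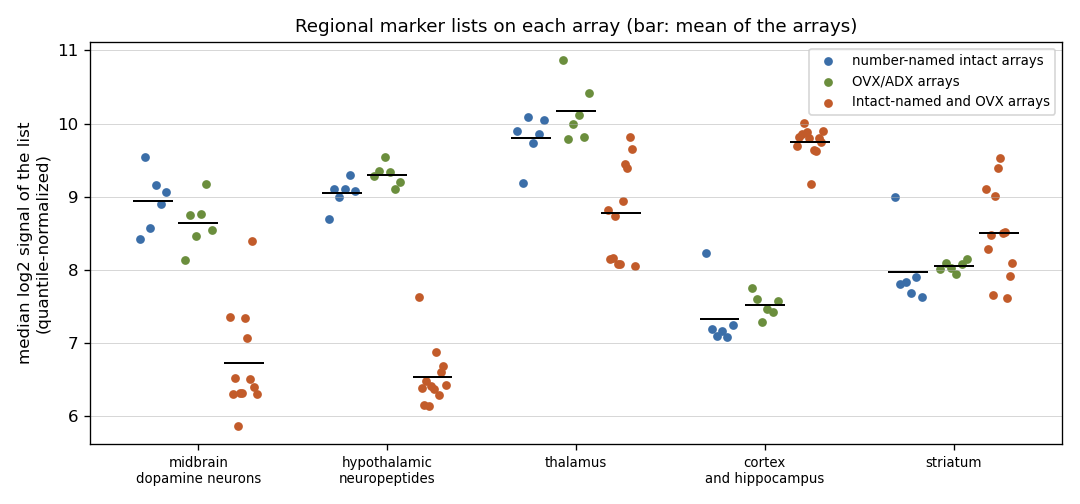
Median log2 signal of the genes of 5 regional marker lists on each of the 24 arrays after quantile normalization, with points for arrays grouped by normalization run and bars for the mean of the arrays. Markers of cortex and hippocampus lie higher, and those of hypothalamus lower, on each of the 12 arrays of the run with the OVX arrays. Those of midbrain dopamine neurons and thalamus are lower in the mean of these arrays, and some arrays overlap with the others, such as OVX-4.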

The effects on mating of the midbrain gene expression of OVX and OVX/ADX hormone-primed rats (Experiment 2) are on file at UCLA Microarray Consortium files frye-affy-rat-584452 and 584783, respectively. All of the data are available at the following website: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127272.

In brief, tissue preparation was performed as described in the Affymetrix GeneChip Expression Analysis Manual (Affymetrix, Santa Clara, CA, USA). RNA was isolated from tissue using an RNeasy RNA Isolation kit (Qiagen, Valencia, CA, USA), which included an on-column Dnase step. The integrity of isolated RNA was assessed by using a nanodrop spectrophotometer and an Agilent Bioanalyzer. RIN between 8.5 and 10 for all samples and RNA between 50 and 200 μg/sample were detected. RNA was converted to single-stranded cDNA using Superscript II reverse transcriptase and the GeneChip T7 promoter primer kit (Affymetrix, Santa Clara, CA, USA). The single-stranded cDNA was converted to double-stranded cDNA using DNA polymerase I, DNA ligase, and RNase H from *Escherichia coli*. Double-stranded cDNA was cleaned up and *in vitro*-transcribed to biotin-labeled cRNA. There were 35–200 base fragments generated by metal-induced hydrolysis and hybridized to Affymetrix Rat Genome 230 2.0 oligonucleotide arrays. After hybridization, the chip was washed and stained with streptavidin–phycoerythrin before being scanned. An antibody amplification staining protocol that uses biotinylated goat IgG, followed by a second streptavidin–phycoerythrin staining, increases the sensitivity of the assay. The chip was then scanned, and images were analyzed qualitatively using the Affymetrix GeneChip Operating System software. Further analyses of the data were done in GeneSpring v7.3, wherein the data were normalized using GC robust multi-array average (GCRMA). The signals were also baseline-transformed to the median of all samples, following which the probe sets were filtered to exclude those with signal values less than the 20th percentile across all conditions. This list was subjected to an ANOVA (*p* < 0.05) with a Benjamini–Hochberg false discovery rate correction to identify statistical differences between all conditions vs. control. The statistically significant genes were subjected to a twofold change filter to identify genes that were differentially expressed in paced vs. in non-paced animals. The *raw data* from our microarray analyses is accessible at (Accession: GSE127272) a public data repository through the UCLA Microarray Consortium reference files (frye-affy-rat-483660, 584783, and 584452) for intact, OVX, and OVX/ADX rats, respectively.

### Quantitative Real-Time Polymerase Chain Reaction

Some genes that were revealed to be significantly different in paced and non-mated rats in Experiment 1 were followed up with qPCR in gonadally intact, OVX, and OVX/ADX tissues. In order to avoid the inclusion of tissues from another sample, the same tissues that were utilized for the microarray were utilized for qPCR analyses, yielding *n* = 3/condition. RNA was isolated and converted to cDNA as described above. qPCR assays were run using the iTaq SYBR green supermix with ROX (Bio-Rad, Hercules, CA, USA) on a 7900HT platform (Applied Biosystems). The final reaction volume was 20 μl, comprised of iTaq SYBR green master mix (10 μl), nuclease-free dH_2_O (4.96 μl), forward and reverse primers (0.02 μl each), and 20 ng cDNA template (5 μl). Nuclease-free dH_2_O was utilized in place of cDNA for a non-template control (NTC). Reactions were run in triplicate. Each plate had represented a negative (NTC) and positive control (β-actin or Gapdh reference gene). These normalizing control/housekeeping genes were selected because their expression did not change per microarray data. 

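The array carries control probe sets for beta-actin, a cytoskeletal protein, and Gapdh, a glycolytic enzyme. On the 12 arrays of intact rats, beta-actin 3' differed by 0.002 on the log2 scale between arrays labelled paced mated and arrays labelled chamber-exposed (standard error 0.07, adjusted p = 0.999 from limma). Gapdh 3' differed by 0.06 (standard error 0.05, adjusted p = 0.816 from limma). The beta-actin 3' difference was −0.06 among OVX rats and 0.01 among OVX/ADX rats, and that of Gapdh 3' was −0.01 among OVX/ADX rats. For beta-actin 3' the signal was 13.68 ± 0.03 (SD, n = 3) on OVX arrays labelled paced mated and 13.74 ± 0.07 (SD, n = 3) on those labelled chamber-exposed. A p-value that misses the threshold does not show that these transcripts were unaffected, and the standard errors give the size of change that could have gone unseen.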

Reactions were incubated for 10 min at 95°C to activate iTaq polymerase, followed by 40 cycles consisting of 15 s at 95°C and elongation at 60°C for 10 s. After each cycle, fluorescence was measured.

#### Primers

The primers were designed using the Primer Express software (Applied Biosystems, Foster City, CA, USA) and were validated *via* BLAT for specificity and selectivity. All primers were synthesized by Eurofins MWG Operon (Huntsville, AL, USA) and were reconstituted to a 100-μM concentration. The forward and reverse primers are indicated in Table 1.

**Table 1:** mRNA sequences that were used forward and backward (1st and 2nd lines) and were investigated with quantitative real-time polymerase chain reaction (qPCR).

GenBank Accession #	Gene Symbol	mRNA sequences first line forward/second line backward
NM_022384	Ascl1	5′-GGGGGCGGTCACAAGTCAGC-3′
		5′-ACTTGACCCGGTTGCGCTCG-3′
NM_053918	Cga	5′-CCCACTCCCGCCAGGTCCAA-3′
		5′-TCAGCAGTCGTCAGCGCAGC-3′
D00577	Fshb_1_	5′-GCCCGCCACTCAGACTCCCT-3′
		5′-GCCCTGGCACTCCCAGTCCT-3′
M36804	Fshb_2_	5′-AGATTGCCTGGCTGTGCCGC-3′
		5′-GCCCCAGTGCAGAGCAGACC-3′
NM_012858	Lhb	5′-TACAAAGAGTTCGAGCGTGCC-3′
		5′-AATGGAATAGCGCTGTCCCTC-3′
NM_031038	Gnrhr	5′-ATCGCTCCCTGGCCGTCACT-3′
		5′-AAACTGCTGGCCCAGAGCCG-3′
NM_057187	Grifin	5′-AAGGTGCTCCAGTTCCCACAT-3′
		5′-TCTGGTGATGGTAGCTAGCGGT-3′
NM_031523	Klk1b3	5′-GCTGCTCACTGCGCAACCGA-3′
		5′-CCGAGGCAAGGCAGGTGCTC-3′
NM_012858	Lhb	5′-GAATGGAGAGGCTCCAGGGGCT-3′
		5′-GAATGGAGAGGCTCCAGGGGCT-3′
NM_012629	Prl	5′-CAGCCAAGTGTCAGCCCGGA-3′
		5′-GTGTCTGGCAGTCGCCACCA-3′
AI230625	S100g	5′-TGGCAGCACTCACTGACAGCA-3′
		5′-TGGACAGCTGGTTTGGATCGCC-3′
M10902	Tshb	5′-CACCACCATCTGCGCTGGGT-3′
		5′-TTGCAGCTCAGGGCAACGGG-3′

### Statistical Analyses

Independent student’s *t*-tests were used to assess differences of extirpation condition between groups (gonadally intact, OVX, and OVX/ADX) on behavioral endpoints as compared to intact conditions. For each qPCR analyte, the results were calculated with the Applied Biosystem’s Sequence Detection Software and calculated *via* the ΔΔCt method, with the mean of control rats utilized as the calibrator for each experimental rat. The qPCR results were analyzed by student’s *t*-tests on extirpation (gonadally intact, OVX, and OVX/ADX) and mating condition (chamber-exposed and paced-mated) to assess between-groups differences. All data are expressed as mean ± SEM. The effects were considered as significant when *p* < 0.05.

## Results

### Behavioral Endpoints

Extirpation of the ovaries and/or adrenals significantly reduced engagement in lordosis (*t_OVX_*_(7)_ = 6.11, *p* < 0.05; *t_OVX/ADX_*_(7)_ = 8.17, *p* < 0.05; Figure 1, top), reduced proceptive solicitations (*t_OVX_*_(7)_ = 10.64, *p* < 0.05; *t_OVX/ADX_*_(7)_ = 10.64, *p* < 0.05; Figure 1, middle), and increased defensive aggression (*t_OVX_*_(7)_ = −14.08, *p* < 0.05; *t_OVX/ADX_*_(7)_ = −2.84, *p* < 0.05; Figure 1, bottom) in response to sexual contact by a male compared to gonadally intact proestrous rats.

**Figure 1:**
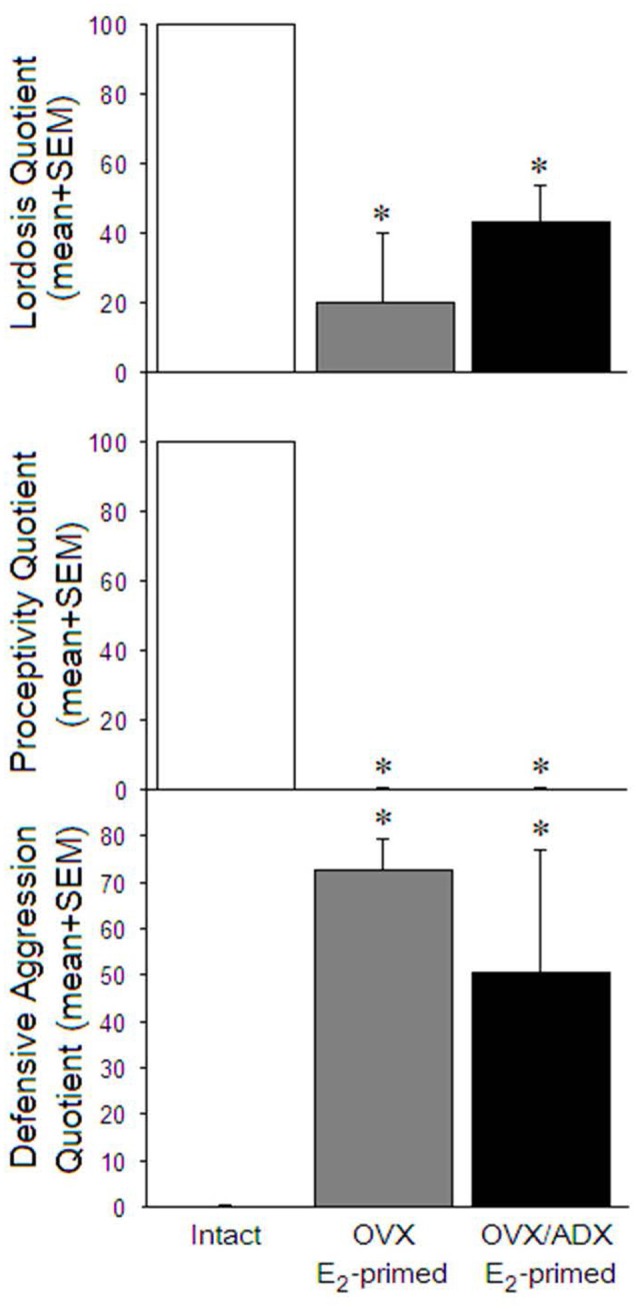
Lordosis quotients (top) and proceptivity quotients (middle) were significantly higher, and defensive aggression quotients (bottom) significantly lower, among naturally receptive rats (left), compared to ovariectomized estradiol primed (middle) and ovariectomized and adrenalectomized estradiol primed (right) sexually-naïve male rats. GH1 was elevated most among naturally mated rats, and was increased similarly among estradiol primed rats whether mated or not. *p < 0.05.

### Microarray Endpoints

Differences in RNA expression were detected among several genes in gonadally intact, proestrous rats. 

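Midbrain RNA of gonadally intact, proestrous rats (Experiment 1) was measured on 12 arrays. Of these, 6 are titled with numbers (the number-named set) and 6 are titled Intact-1 to Intact-6 (the Intact-named set), each with 3 arrays labelled paced mated and 3 labelled chamber-exposed. The paper describes 3 rats per group, and its text does not name the arrays. It states that 6 intact rats were used for behavioral testing, fewer than the 12 arrays. Neither the paper nor the labels say whether the sets come from separate rats, and p-values over both sets treat the 12 arrays as separate samples. Both sets were therefore fitted together, with the set as a term of the model, and each set is also given alone. The number-named arrays were normalized in a run of their own, with lowest signals of 3.58 to 3.65 per array, and the Intact-named arrays in a run with those of OVX rats. The sets differed in a marker of dopamine neurons, since Th was 10.90 ± 0.54 (SD, n = 6) on the number-named arrays, a median percentile of 94.6, and 6.10 ± 0.56 (SD, n = 6) on the Intact-named arrays, a median percentile of 33.5. Transcripts of pituitary hormones differed between the sets too. On the Intact-named and OVX arrays, the signals of Gh1, Prl, Fshb, Lhb, Tshb and Cga lay between 3.24 (Tshb) and 6.53 (Lhb). Each probe set was tested with limma in R 4.3.3, with p-values adjusted over 27035 probe sets (Benjamini-Hochberg), and named genes also with an exact permutation test, in both directions. With 3 arrays against 3 that test cannot give a p under 0.1, and within both sets together it can reach 0.005. In simulated data of this design, limma recovered 97 of 100 probe sets that differed by 1 on the log2 scale, with 7 false calls. With the number-named set alone it recovered 89 of 100. The real arrays were less even, with a Gh1 SD of 4.00 on number-named arrays labelled paced mated and 0.13 on those labelled chamber-exposed. Of 48 probe sets matched to the study's gene table, 27 were over 2-fold lower on the number-named arrays labelled paced mated, and limma called 3. The simulated shares thus do not give the power for such genes. The number of arrays limits the precision.

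**Figure D2:**
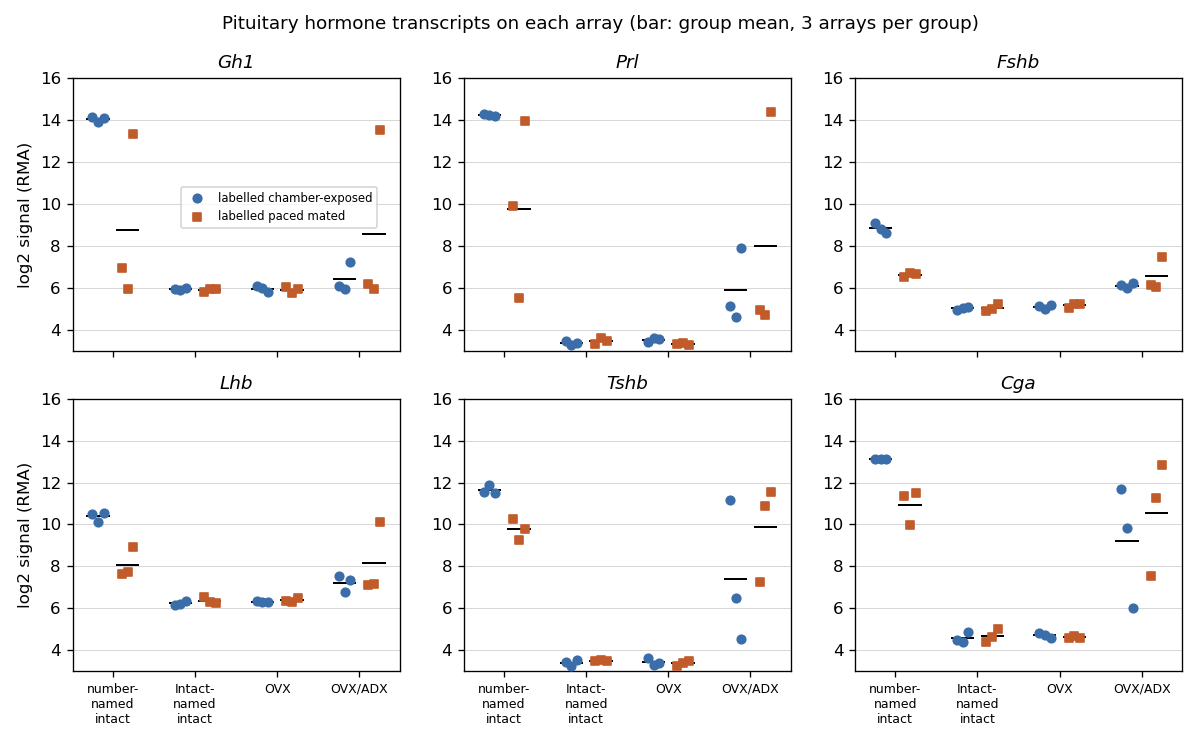
Log2 signal (RMA) of 6 pituitary hormone transcripts on each array, with a point per array by rat group and mating label and a bar for the mean of 3 arrays. On the number-named arrays each hormone is higher on the 3 arrays labelled chamber-exposed, and on the Intact-named and OVX arrays the points of each hormone lie close together.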

There were 53 genes that had greater than 2-fold enhancement of RNA expression among paced mated rats compared to chamber-exposed controls (Table 3).

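Of the 53 entries of the study's gene table (Table 2), 48 were matched to a probe set by accession, and the other 5 were not analysed here. Differences are given as arrays labelled paced mated minus arrays labelled chamber-exposed on the log2 scale, and by these labels they run opposite to the direction given in Table 2. On the 12 arrays of intact rats, 48 of 48 differences were negative, with a median of −0.51, and 8 of them were beyond 2-fold. In the number-named set, 48 of 48 were negative, 27 of them beyond 2-fold, with a median of −1.08. In the Intact-named set, 19 were negative and 29 positive, with a median of 0.035. Giot1, a transcription factor induced by gonadotropins, differed by −1.22 over the 12 arrays (standard error 0.39, adjusted p = 0.614 from limma). Nr4a1, a nuclear receptor encoded by an immediate early gene, differed by −0.49 (standard error 0.26, adjusted p = 0.67 from limma). Sytl4, which takes part in exocytosis, differed by −0.51 (standard error 0.08, adjusted p = 0.446 from limma), with −0.62 in the number-named set and −0.40 in the Intact-named set. Among the 48, 26 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 from limma on the 12 arrays. Over the 27035 probe sets, limma called 0, with 2086 at an unadjusted p under 0.05, of which 1018 were higher and 1068 lower on arrays labelled paced mated. The plain per-probe-set test, without moderation, also called 0 after adjustment. Without array Intact-5 limma called 1, and without array Intact-6 it called 1. The study chose these genes on its own samples, so their shared direction is not independent evidence. The paper concludes that its hypothesis of altered expression of steroid targets in the midbrain was upheld, and gives the genes increased in mated rats as a further point.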

**Table 2:** mRNA that were significantly (>2-fold change) up-regulated in the midbrain among rats that were paced mated compared to yoked control rats that were only exposed to the paced mating chamber (*n* = 3/group).

Up-regulated Genes			
GenBank Accession #	Gene Symbol	Gene Name	Fold Change in Paced Mated vs. Chamber-Exposed
V01238	Gh1	growth hormone 1	162.6
NM_012629	Prl	prolactin	58.7
NM_012521	S100g	S100 calcium binding protein G	32.0
D00577	Fshb_1_	follicle-stimulating hormone, β polypeptide	21.4
M36804	Fshb_2_	follicle-stimulating hormone, β polypeptide	16.1
NM_012858	Lhb	luteinizing hormone β	10.3
NM_031038	Gnrhr	gonadotropin releasing hormone receptor	9.0
NM_031523	Klk1b3	kallikrein 1-related peptidase b3	8.3
NM_022384	Ascl1	achaete-scute complex homolog 1 (Drosophila)	7.3
NM_053918	Cga	glycoprotein hormones, α polypeptide	6.0
M10902	Tshb	thyroid stimulating hormone, β	4.6
NM_057187	Grifin	galectin-related inter-fiber protein	2.9
BG669096	Mpz	myelin protein zero	9.2
NM_133563	Giot1	gonadotropin inducible ovarian transcription factor 1	6.5
NM_017027	Mpz	myelin protein zero	5.2
AF260741	Gpha2	glycoprotein hormone α 2	5.1
NM_053572	Pcdh21	protocadherin 21	4.7
NM_024388	Nr4a1	nuclear receptor subfamily 4, group A, member 1	4.5
NM_031796	Galnt5	UDP-N-acetyl-α-D- galactosamine:polypeptide N-acetylgalactosaminyltransferase 5 (GalNAc-T5)	3.5
AF200684	Slc7a7	solute carrier family 7 (cationic amino acid transporter, y+ system), member 7	3.4
NM_022526	Dap	death-associated protein	3.4
AI230625	LOC6848 71	similar to Protein C8orf4 (Thyroid cancer protein 1; TC-1)	3.2
NM_031972	Aldh3a1	aldehyde dehydrogenase 3 family, member A1	3.2
NM_012999	Pcsk6	proprotein convertase subtilisin/kexin type 6	3.0
NM_031808	Capn6	calpain 6	2.8
AA819329	RGD130 5347	similar to RIKEN cDNA 2610528J11	2.8
AF214568	Enpep	glutamyl aminopeptidase	2.7
NM_019237	Pcolce	procollagen C-endopeptidase enhancer	2.7
AA819629	Ifi44l	interferon-induced protein 44-like	2.6
BI278379	Rcn3	reticulocalbin 3, EF-hand calcium binding domain	2.6
NM_053744	Dlk1	Delta-like 1 homolog (*Drosophila*)	2.6
NM_053750	Nppc	natriuretic peptide precursor C	2.6
NM_052805	Chrna3	cholinergic receptor, nicotinic, α 3	2.5
M83681	Rab3d	RAB3D, member RAS oncogene family	2.5
NM_013069	Cd74	Cd74 molecule, major histocompatibility complex, class II invariant chain	2.5
AI029410	Fndc3c1	fibronectin type III domain containing 3C1	2.4
NM_053819	Timp1	tissue inhibitor of metalloproteinase 1	2.4
Y00480	RT1-Da	RT1 class II, locus Da	2.4
AF065147	Cd44	Cd44 molecule	2.4
NM_031334	Cdh1	cadherin 1	2.4
NM_021663	Nucb2	nucleobindin 2	2.3
NM_033237	Gal	galanin prepropeptide	2.2
NM_057194	Plscr1	phospholipid scramblase 1	2.2
NM_031817	Omd	Osteomodulin	2.2
NM_019296	Cdk1	Cyclin-dependent kinase 1	2.1
NM_012760	Plagl1	pleiomorphic adenoma gene-like 1	2.1
NM_031511	Igf2	insulin-like growth factor 2	2.1
L07646	Gnrhr	gonadotropin releasing hormone receptor	2.1
NM_019354	Ucp2	uncoupling protein 2 (mitochondrial, proton carrier)	2.1
M23995	Aldh1a7	aldehyde dehydrogenase family 1, subfamily A7	2.0
NM_012949	Eno3	enolase 3, β, muscle	2.0
AF419342	Sytl4	synaptotagmin-like 4	2.0
NM_022232	Dnajc3	DnaJ (Hsp40) homolog, subfamily C, member 3	2.0

*Those highlighted in gray were followed up on with qPCR (see Table 3)*.

**Table 3:** qPCR results for nine genes that were significantly (>2-fold change) up-regulated in the midbrain of rats that were paced mated compared to yoked control rats that were only exposed to the paced mating chamber (*n* = 3/group).

Relative expression differences *via* qPCR (mean ± SEM) vs. mean of control rat expression						
	Chamber-exposed			Paced mated		
Gene symbol	Gonadally intact	OVX	OVX/ADX	Gonadally intact	OVX	OVX/ADX
Prl	373.5 ± 373.0	0.8 ± 0.4	0.3 ± 0.3	1276.7 ± 1018.9	1.5 ± 0.3	5.0 ± 2.8
Fshb_1_	19.4 ± 18.8	0.7 ± 0.6	0.3 ± 0.3	150.2 ± 95.1	3.6 ± 2.4	19.7 ± 19.3
Fshb_2_	0.8 ± 0.4^∧^	0.8 ± 0.4^∧^	0.3 ± 0.3	2.1 ± 0.7^∧^	1.5 ± 0.3^∧^	0.2 ± 0.2
Lhb	1.3 ± 0.8	1.2 ± 0.7	0.3 ± 0.3	10.1 ± 6.5*	8.4 ± 5.7*	6.2 ± 3.1*
Gnrhr	2.6 ± 2.1	0.8 ± 0.4	0.3 ± 0.3	34.0 ± 19.4	1.5 ± 0.3	3.4 ± 3.1
Ascl1	1.0 ± 0.2	0.8 ± 0.4	0.3 ± 0.3	5.5 ± 2.8	1.5 ± 0.3	0.2 ± 0.2
Cga	3.1 ± 1.9	2.3 ± 1.6	0.3 ± 0.3	2.1 ± 0.7	1.9 ± 0.9	0.1 ± 0.1
Tshb	0.4 ± 0.3	0.5 ± 0.3	0.3 ± 0.3	1.4 ± 0.2*	2.2 ± 0.9*	0.4 ± 0.4*
Grifin	3.9 ± 1.7	4.4 ± 2.9	2.0 ± 1.5	10.8 ± 3.0	2.4 ± 0.7	4.2 ± 3.6

Probes were conducted in gonadally intact rats, ovariectomized (OVX) rats, and OVX/adrenalectomized (OVX/ADX) rats that were chamber-exposed or paced mated. *Indicates a main effect for paced mated rats significantly differing from chamber-exposed control rats; ^∧^Indicates a main effect for groups significantly differing from OVX/ADX rats, *p* < 0.05.

### qPCR Among Gonadally Intact, OVX, and/or ADX Rats

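Growth hormone 1 (Gh1), a hormone of the anterior pituitary, had a signal of 8.75 ± 4.00 (SD, n = 3) on the number-named arrays of intact rats labelled paced mated and 14.04 ± 0.13 (SD, n = 3) on those labelled chamber-exposed. The 3 arrays labelled paced mated gave 6.95 (array 2543), 5.96 (array 2538) and 13.34 (array 2531). On the Intact-named arrays, Gh1 was 5.90 ± 0.09 (SD, n = 3) and 5.93 ± 0.05 (SD, n = 3). The log2 difference was −5.30 in the number-named set (standard error 1.68, adjusted p = 0.38 from limma). In the Intact-named set it was −0.03 (standard error 0.09, adjusted p = 0.961 from limma). Over both sets it was −2.66 (standard error 1.20, adjusted p = 0.645 from limma, p = 0.04 from an exact permutation test within sets).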

Of the genes that were up-regulated, the most robust enhancement was observed in growth hormone 1 (Gh1). 

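On the arrays, with each normalization run kept apart, Gh1 was at a median percentile of 99.9 on the 6 number-named arrays of intact rats, with a range from 29.6 to 100. It was at 33.2 on the 6 Intact-named arrays, at 33.3 on the 6 OVX arrays and at 37.5 on the 6 OVX/ADX arrays. Among the OVX/ADX arrays, Gh1 was 13.52 on array 2541, labelled paced mated, 7.24 on array 2530 and no lower than 5.94 on the others. Within the run that holds both the Intact-named and OVX arrays, Gh1 differed by −0.02 between intact and OVX rats (standard error 0.07, adjusted p = 0.885 from limma, 6 arrays against 6). Without detection calls it is not known whether Gh1 was above background on these arrays, and at background no difference could appear. No arrays of intact or OVX rats were normalized with those of OVX/ADX rats, so that difference was not tested within a run.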

The extirpation status significantly influenced the mRNA expression, such that Gh1 expression was greater among gonadally intact (*t*_(10)_ = 2.99, *p* < 0.05) or OVX (*t*_(10)_ = 2.26, *p* < 0.05) rats compared to OVX/ADX rats (Figure 2, top). Similarly, kallikrekin 1-related peptidase b3 (Klk1b3, a.k.a. Ngfg) was significantly greater among gonadally intact rats compared to OVX (*t*_(10)_ = 1.87, *p* < 0.05) or OVX/ADX rats (*t*_(10)_ = 1.88, *p* < 0.05; Figure 2, bottom). 

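On the arrays, Klk1b3, a kallikrein serine protease, was at a median percentile of 55.8 on the number-named arrays of intact rats (range 33.1 to 83.9, n = 6). It was at 12.1 on the Intact-named arrays (n = 6), 9.28 on the OVX arrays (n = 6) and 22.7 on the OVX/ADX arrays (n = 6), where array 2541 reached 72.1. In the run shared by Intact-named and OVX arrays, the signal of Klk1b3 was 4.29 ± 0.16 (SD, n = 6) in intact and 4.04 ± 0.03 (SD, n = 6) in OVX rats. This log2 difference of 0.25 did not pass the test (standard error 0.07, adjusted p = 0.0897 from limma). Percentiles from separate runs were not tested against each other.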

The extirpation condition significantly influenced the expression of the follicle-stimulating hormone β polypeptide (Fshb). The expression of Fshb was greater among gonadally intact (*t*_(10)_ = 1.14, *p* < 0.05 or *t*_(10)_ = 0.72, *p* < 0.05) rats compared to OVX/ADX rats (Table 2).

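On the arrays, Fshb, which encodes the beta subunit of follicle-stimulating hormone, was at a median percentile of 55.1 in the number-named intact rats (signal 7.73 ± 1.22, SD, n = 6) and 20.3 in the Intact-named rats (5.03 ± 0.13, SD, n = 6). The OVX arrays gave 21.5 (5.13 ± 0.11, SD, n = 6) and the OVX/ADX arrays 37.8 (6.33 ± 0.56, SD, n = 6). The Fshb second probe set was at median percentiles of 46.4, 2.73, 3.04 and 7.91 in the same order. Within the shared run, Fshb differed by −0.10 between intact and OVX rats (standard error 0.07, adjusted p = 0.453 from limma), at signals that may not be above background. Arrays of OVX/ADX rats share no run with the other groups.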

**Figure 2:**
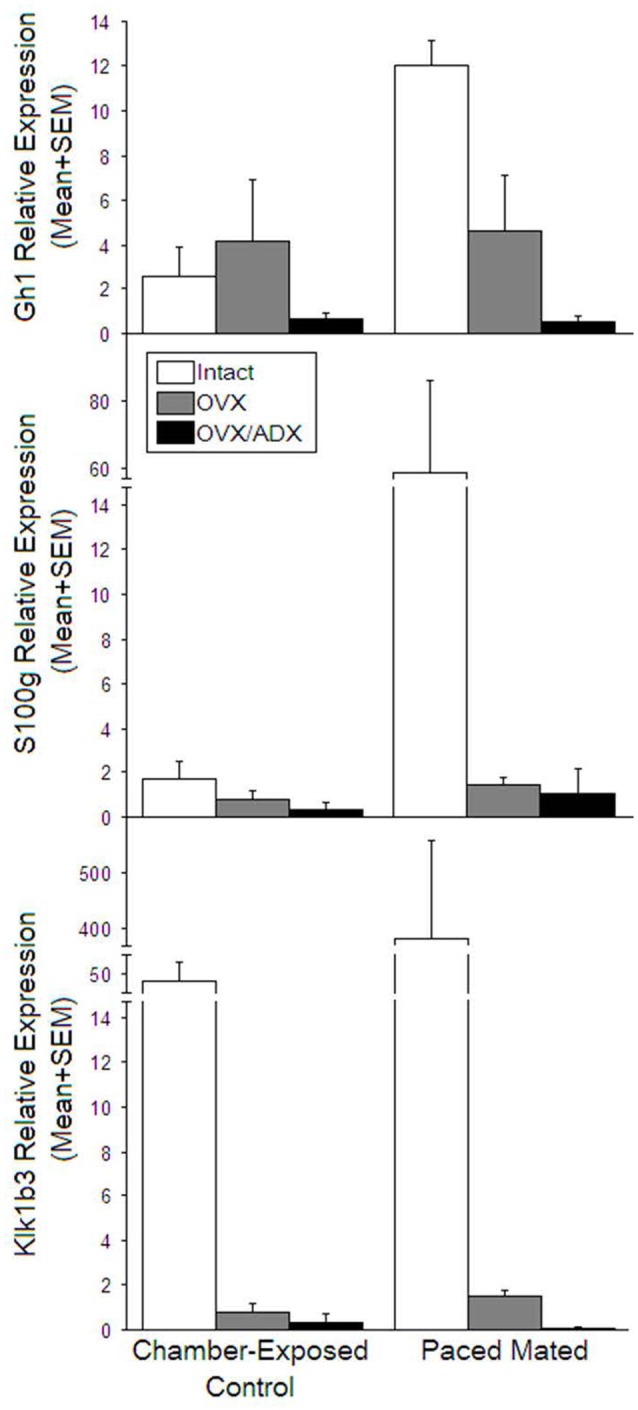
Relative expression among among naturally receptive rats (open bars), ovariectomized estradiol primed (gray bars) and ovariectomized and adrenalectomized estradiol primed (black) that were just exposed to the mating chamber left side of graph or were actually mated (right side of graph). Top panel: GH1 was elevated most among naturally mated rats, and was increased similarly among estradiol primed rats whether mated or not. Middle panel S100 expression was increased most among naturally mated rats. Bottom panel kallikrekin 1-related peptidase b3 (Klk1b3, a.k.a.Ngfg) was increased in naturally receptive rats irrespective of mating.

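On the arrays, S100g, a calcium-binding protein of the S100 family, had a signal of 6.30 ± 0.70 (SD, n = 3) on the number-named arrays of intact rats labelled paced mated and 10.21 ± 0.43 (SD, n = 3) on those labelled chamber-exposed. The Intact-named arrays gave 3.85 ± 0.13 (SD, n = 3) and 3.81 ± 0.06 (SD, n = 3). The OVX arrays gave 3.85 ± 0.04 (SD, n = 3) and 3.85 ± 0.05 (SD, n = 3) for these labels. The OVX/ADX arrays gave 7.85 ± 2.12 (SD, n = 3) and 6.17 ± 0.63 (SD, n = 3), with 10.29 on array 2541. Median percentiles of S100g were 66 on the number-named, 7.69 on the Intact-named, 7.7 on the OVX and 44.1 on the OVX/ADX arrays. The runs were normalized separately, so these signals are not directly comparable.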

Engagement in paced mating was also observed to significantly enhance two genes irrespective of peripheral gland extirpation. 

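Over the 24 arrays of the gland groups, Lhb, the beta subunit of luteinizing hormone, differed by −0.29 between arrays labelled paced mated and chamber-exposed (standard error 0.32, adjusted p = 0.98 from limma, p = 0.479 from a permutation test within groups). Tshb, the beta subunit of thyroid-stimulating hormone, differed by 0.16 (standard error 0.61, adjusted p = 0.992 from limma, p = 0.9 from the same permutation test). By group, Lhb differed by −1.09 in intact rats (standard error 0.39, adjusted p = 0.614 from limma), by 0.07 in OVX rats (standard error 0.08) and by 0.93 in OVX/ADX rats (standard error 0.77), which was −0.06 without array 2541. Tshb differed by −0.89 in intact rats (standard error 0.31, adjusted p = 0.614 from limma) and by −0.07 in OVX rats (standard error 0.11). In the number-named intact arrays the Lhb difference was −2.30 (standard error 0.32, adjusted p = 0.0685 from limma) and that of Tshb was −1.86 (standard error 0.24, adjusted p = 0.064 from limma). In the Intact-named arrays they were 0.12 and 0.08. On the Intact-named and OVX arrays, Tshb lay at percentiles of 3.07 to 5.74 and Lhb at 36.8 to 42.2. Without detection calls it is not known whether these signals were above background, and at background no mating effect could appear. Markers of midbrain dopamine neurons were lower on these arrays too. The values over the 24 arrays thus cannot decide whether mating raises these transcripts in midbrain. Over the 24 arrays, limma called 0 probe sets after adjustment, with 1055 at an unadjusted p under 0.05. The plain per-probe-set test was not run for this comparison.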

The expression of lutenizing hormone β (Lhb; *t*_(16)_ = −2.71, *p* < 0.05) and thyroid-stimulating hormone β (Tshb; *t*_(16)_ = −2.28, *p* < 0.05) were significantly enhanced among mated, compared to chamber-exposed, rats (Table 2). 

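Among OVX/ADX rats, the array signal of Tshb was 9.89 ± 2.32 (SD, n = 3) on arrays labelled paced mated, with a range from 7.24 to 11.54. It was 7.40 ± 3.41 (SD, n = 3) on arrays labelled chamber-exposed, with a range from 4.53 to 11.17. The Tshb difference was 2.49 on the log2 scale (standard error 1.79, adjusted p = 1 from limma, p = 0.3 from an exact permutation test), and 1.66 without array 2541. The arrays of both labels overlapped. The 11.17 was array 4124, labelled chamber-exposed, so leaving that array out would move the difference up rather than down.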

Notably, the latter effect was not due to an enhancement in Tshb among the mated OVX/ADX rats (Table 2). 

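Fshb fell by 2.20 on the log2 scale on the number-named arrays of intact rats labelled paced mated, with a signal of 6.63 ± 0.09 (SD, n = 3) against 8.83 ± 0.23 (SD, n = 3) on those labelled chamber-exposed (standard error 0.12, adjusted p = 0.00308 from limma). The Fshb second probe set fell by 3.10 (standard error 0.24, adjusted p = 0.0299 from limma). In the Intact-named arrays, Fshb differed by −0.01 (standard error 0.12, adjusted p = 0.995 from limma). Over both sets of intact rats it differed by −1.11 (standard error 0.32, adjusted p = 0.614 from limma). Fshb differed by 0.07 among OVX rats (standard error 0.09), by 0.44 among OVX/ADX rats (standard error 0.35, or −0.01 without array 2541), and by −0.43 over the 24 arrays (standard error 0.24, adjusted p = 0.98 from limma). The plain per-probe-set test did not call either probe set in the number-named arrays. Both calls were also lost with the median of other anterior pituitary genes as a covariate, an alternative chosen after seeing the data (Fshb −1.92, adjusted p = 0.738 from limma, and the Fshb second probe set −2.02, adjusted p = 0.807). That median separates the mating labels on these arrays, so the loss does not show that pituitary content explains the calls. The call of the Fshb second probe set was lost in limma without array 2543 (adjusted p = 0.0563), 2526 (0.0569), 2538 (0.124) or 2536 (0.0928).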

Fshb expression did not significantly differ among the mated rats compared to the chamber-exposed rats.

Gonadotropin-releasing hormone receptor and achaete-scute complex homolog 1 did not significantly differ among groups (Table 2). 

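On the arrays, Gnrhr, the receptor of gonadotropin-releasing hormone, differed by −0.99 on the log2 scale between labelled paced mated and chamber-exposed intact rats (standard error 0.29, adjusted p = 0.614 from limma, p = 0.01 from an exact permutation test within sets). The Gnrhr second probe set differed by −0.32 (standard error 0.14, adjusted p = 0.636 from limma). In the number-named set the Gnrhr difference was −1.55 (standard error 0.36, adjusted p = 0.211 from limma), and in the Intact-named set it was −0.44 (standard error 0.27, adjusted p = 0.736 from limma). Among OVX rats Gnrhr differed by −0.31 (standard error 0.17), and among OVX/ADX rats by 0.79 (standard error 0.63), which was −0.03 without array 2541.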

Other genes that were probed for validation, prolactin, glycoprotein hormone α polypeptide, and galectin-related inter-fiber protein, did not significantly differ between extirpation and mating groups (Table 2).

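On the arrays, the pituitary hormone gene Prl had a signal of 9.77 ± 4.22 (SD, n = 3) on number-named arrays of intact rats labelled paced mated and 14.25 ± 0.05 (SD, n = 3) on those labelled chamber-exposed. The Prl difference over the 12 arrays of intact rats was −2.18 (standard error 1.18, adjusted p = 0.674 from limma), and among OVX/ADX rats it was 2.13 (standard error 2.51, adjusted p = 1 from limma), or −1.05 without array 2541. Cga, the alpha subunit shared by glycoprotein hormones, differed by −1.04 in intact rats (standard error 0.39, adjusted p = 0.616 from limma), by −0.09 in OVX rats (standard error 0.09) and by 1.36 in OVX/ADX rats (standard error 1.73), or 0.21 without array 2541. In the number-named set, Cga was 10.94 ± 0.86 (SD, n = 3) on arrays labelled paced mated and 13.11 ± 0.02 (SD, n = 3) on arrays labelled chamber-exposed. Grifin, a lens protein related to galectins, differed by −0.82 in intact rats (standard error 0.33, adjusted p = 0.621 from limma), by 0.08 in OVX rats (standard error 0.35) and by 0.86 in OVX/ADX rats (standard error 0.38), or 1.255 without array 2541. In the Intact-named set the differences were 0.12 for Prl, 0.10 for Cga and −0.37 for Grifin.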

## Discussion

Our hypothesis that engagement in paced mating would alter the gene expression of steroid targets in the midbrain, including those that may be involved in GABAergic, dopaminergic, and glutamatergic signaling and/or their downstream signal transduction processes, was upheld. Further, among rats that engaged in paced mating, the mRNA of 53 genes was significantly up-regulated in the midbrain compared to those of the chamber-exposed controls. Engaging in paced mating enhances neurosteroidogenesis in the midbrain (Frye and Rhodes, 2006; Frye et al., 2007). As such, GABAergic, dopaminergic, and glutamatergic signaling may be influenced by these changes in gene expression, albeit it must be noted that this represents only a few aspects of the functions that are mediated by the genes that were up-regulated. 

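Of 18 measured genes of GABA-A receptors and GABA signalling, 13 had a positive difference on the 12 arrays of intact rats, with a median of 0.037, and 0 passed limma over all probe sets or when adjusted over the list alone. Gad1, which makes GABA, differed by 0.12 (standard error 0.06), and Slc32a1, the vesicular GABA transporter, by 0.21 (standard error 0.10, adjusted p = 0.645 from limma). Of 26 glutamate receptor and transport genes, 19 were positive, with a median of 0.06, and 0 passed by either adjustment. Grm3, a metabotropic glutamate receptor, differed by 0.25 (standard error 0.07, adjusted p = 0.614 from limma). Of 14 dopamine receptor and signalling genes, 13 were positive, with a median of 0.10, and 0 passed by either adjustment. The dopamine receptor gene Drd1 differed by 0.51 (standard error 0.28, adjusted p = 0.674 from limma). Tested as groups with camera, the 3 lists had an adjusted p of 0.272 (GABA), 0.352 (glutamate) and 0.196 (dopamine). In the number-named set, 17 of 18 GABA genes and 24 of 26 glutamate genes were positive, with limma's camera adjusted p = 4.78e-05 and 0.000522. With an estimated correlation these became adjusted p = 0.468 and adjusted p = 0.493. On array 2543, labelled paced mated, the glutamate median was 8.88, against 8.11 to 8.24 on the other number-named arrays. Its GABA median of 9.13 lay within their range. After quantile normalization, its median marker of cortex and hippocampus was 8.23, against 7.08 to 7.24 on those arrays. That of striatum was 9.00, against 7.63 to 7.90. The piece of tissue may thus differ on this array. In the Intact-named set, 9 of 18 GABA genes and 10 of 26 glutamate genes were positive, with limma's camera adjusted p = 0.268 and 0.265. Of the dopamine genes, 10 of 14 were positive on the number-named arrays, with a median of 0.023 (camera adjusted p = 0.671). On the Intact-named arrays 12 of 14 dopamine genes were positive, with a larger median of 0.188 (camera adjusted p = 0.265). General neuronal markers were positive in 11 of 12 cases on the number-named arrays (camera adjusted p = 0.0108, adjusted p = 0.505 with an estimated correlation).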

The present results support and extend those of previous studies to suggest some of the hormonal factors for these effects of paced mating. Our hypothesis that mating can enhance trophic factors was upheld. 

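Of 20 measured genes of trophic factors and their receptors, 6 had a positive difference on the 12 arrays of intact rats, with a median of −0.11, or 9 with array medians subtracted. Limma called 0 of the 20 over all probe sets and 0 when adjusted over the list alone. Ngfr, the low-affinity nerve growth factor receptor, differed by 0.43 (standard error 0.16, adjusted p = 0.616 from limma), and Ntf3, neurotrophin 3, by −0.31 (standard error 0.14, adjusted p = 0.645 from limma). Igfbp5, which binds insulin-like growth factors, differed by −0.29 over both sets (standard error 0.15) and by −0.68 in the number-named set (standard error 0.13, adjusted p = 0.133 from limma). As a group, the list had a camera adjusted p of 0.0599 in intact rats. Among OVX rats, 13 of 20 were negative, with a median of −0.071, a mean of −0.214 and a camera adjusted p of 0.0362, which became adjusted p = 0.415 with an estimated correlation. The mean includes Prlr, the prolactin receptor, at −2.39 (standard error 0.74, adjusted p = 1 from limma). In the same comparison 10 of 10 choroid plexus genes were negative, with a median of −1.17 (camera adjusted p = 8.54e-16 from limma, adjusted p = 0.415 with an estimated correlation).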

An unexpected finding was that the most highly up-regulated genes in the midbrain (by microarray analysis) were pituitary hormone genes [alpha glycoprotein, TSHb, LHb, FSHb, growth hormone (GH), and prolactin (PRL)] and GnRH. 

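A list of 7 pituitary hormone genes named by the study, with the receptor gene Gnrhr, had negative differences in 8 of 8 cases on the 12 arrays of intact rats, with a median of −1.06. Of them 0 passed limma over all probe sets and 6 were lower when adjusted over the list alone. The study chose these genes on its own samples, so this is not independent evidence. Genes of the anterior pituitary that the study does not name had a median of −0.30, with 11 of 12 negative. Among these, Pou1f1, a transcription factor of growth hormone cells, differed by −1.10 (standard error 0.45, adjusted p = 0.621 from limma), and Pomc, the precursor of corticotropin, by −0.54 (standard error 0.16, adjusted p = 0.614 from limma). As groups, the hormones with Gnrhr (camera adjusted p = 2.56e-09) and the other anterior pituitary genes (camera adjusted p = 1.73e-06) were lower, but adjusted p = 0.307 and adjusted p = 0.309 with an estimated correlation. Markers of meninges and fibroblasts, such as the collagen gene Col3a1 at −0.97 (standard error 0.31) and Dcn at −0.75 (standard error 0.28), were negative as well, with 17 of 17 negative and a median of −0.54 (camera adjusted p = 2.32e-09, adjusted p = 0.427 with an estimated correlation). By set, the median of these 8 was −2.19 on the number-named arrays and 0.089 on the Intact-named arrays, where 5 of 8 were positive. The other anterior pituitary genes had 12 of 12 negative on the number-named and 7 of 12 on the Intact-named arrays. Among OVX/ADX rats, 8 of 8 were positive, with a median of 1.15 (camera adjusted p = 0.00708, adjusted p = 0.691 with an estimated correlation). Array 2541 carries this, since without it 2 of 8 were positive, with a median of −0.046. Among OVX/ADX rats the other anterior pituitary genes had 10 of 12 positive and meninges 16 of 17 negative, and among OVX rats 3 of 8 genes of the hormone list were positive, while 10 of 12 other anterior pituitary genes were negative (camera adjusted p = 0.00946 from limma, adjusted p = 0.415 with an estimated correlation).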

There was no downregulation of gene expression with mating.

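On the arrays of intact rats, 24 probe sets were over 2-fold lower and 1 was over 2-fold higher on arrays labelled paced mated, by point estimates that did not pass the test. The genes with the smallest p-values, which also did not pass, included Col24a1, a fibrillar collagen, at −1.25 (standard error 0.21) and Btg3, an antiproliferative gene, at −0.41 (standard error 0.08), each with adjusted p = 0.446 from limma. Ttll1, a tubulin glutamylase, differed by 0.31 (standard error 0.06) and Fam43b by 0.31 (standard error 0.06). On the number-named arrays, the 48 matched probe sets of Table 2 ran opposite to the paper's direction, at r = −0.965 with its log2 folds. The mating groups may be named the other way round in the labels or in the paper. The directions given here hold for the labels only. On these arrays, limma called 12 probe sets, 11 of them lower, and 7 of these over 2-fold. They include Fshb and S100g, and beside these the cell adhesion genes Amigo3 (−0.70, standard error 0.07) and Dsp (−0.90, standard error 0.09), the signalling gene Wnt10a (−0.86, standard error 0.09) and Rpl39l1 (−2.18, standard error 0.23), each with adjusted p = 0.0414 from limma. In the Intact-named set, limma called 4 probe sets, 4 of them lower. The Smurf2 called probe set, named after its values were seen, is for a ubiquitin ligase and fell by 1.81 (standard error 0.13, adjusted p = 0.0122 from limma), while the other Smurf2 probe set differed by 0.06. In each set the plain per-probe-set test called 0, beside 2320 (number-named) and 1966 (Intact-named) at an unadjusted p under 0.05. The number-named count was 2 without array 2543, 7 without 2526, 3 without 2538, 2 without 2536, 55 without 2531 and 58 without 2539. The calls of Amigo3, Dsp, Wnt10a and Rpl39l1 were lost in limma without array 2543 (adjusted p from 0.0563 to 0.145), 2538 (0.231 to 0.233) or 2536 (0.15 to 0.164). Those of Amigo3, Dsp and Rpl39l1 were lost without 2526 (0.0665 to 0.154), and that of Wnt10a without 2531 (0.0568). The calls of these 4 genes were also lost with quantile normalization (0.0513 to 0.0628) and with other anterior pituitary genes as a covariate (adjusted p = 1 from limma), where the differences were −0.79 for Amigo3, −1.06 for Dsp, −0.66 for Wnt10a and −1.19 for Rpl39l1. The median of those pituitary genes separates the mating labels on these arrays, so the loss with that covariate does not show what explains the calls. The call of Rpl39l1 was also lost with the trend and robust options of eBayes (0.0603), and those of Dsp, Wnt10a and Rpl39l1 with the filter at the 50th percentile (0.0519). The Intact-named count was 15 without array Intact-1, 1 without Intact-2, 1 without Intact-3, 2 without Intact-4 and 2 without Intact-6, and the Smurf2 call was lost in limma without Intact-2 (adjusted p = 0.119), Intact-3 (0.15), Intact-4 (0.0984) or Intact-6 (0.0802).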

### Gh1

Paced mating may enhance GH expression in the midbrain, and these actions may contribute to progestogens’ effects to maintain mating. In the present investigation, an interaction was observed, wherein Gh1 was enhanced by paced mating among gonadally intact rats, but not among OVX or OVX/ADX rats. Moreover, ADX rats had the lowest expression of Gh1 compared to the other groups. It is notable that 3α, 5α-THP content is co-expressed with GnRH (which promotes GH secretion) *in vitro* (Buchanan et al., 2000), 3α, 5α-THP promotes GnRH secretion (El-Etr et al., 1995; Sim et al., 2001), and infusion of GnRH facilitates lordosis of E-primed OVX rats *via* inhibition of VTA neurons (similar to 3α, 5α-THP; Sirinathsinghji et al., 1995; Suga et al., 1997). 

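On the arrays, Gh1 differed by −0.04 between labelled paced mated and chamber-exposed OVX rats (standard error 0.11, adjusted p = 1 from limma), with signals of 5.92 ± 0.13 (SD, n = 3) and 5.96 ± 0.15 (SD, n = 3). Among OVX/ADX rats it differed by 2.15 (standard error 1.90, adjusted p = 1 from limma), or by −0.34 without array 2541. The difference between the mating effect in intact and in OVX rats was tested itself and was −2.62 (standard error 1.84, adjusted p = 0.997 from limma). Between intact and OVX/ADX rats, array 2541 included, it was −4.81 (standard error 1.84, adjusted p = 1 from limma). Gh1 lay at percentiles of 30.4 to 34.9 on OVX arrays and 31.8 to 33.7 on Intact-named arrays, possibly at background. At background no mating effect could appear, so the −2.62 cannot decide whether the effect depends on the ovaries. The effect in intact rats averages −5.30 (number-named) and −0.03 (Intact-named). Over all probe sets, limma called 0 for either difference, beside 1027 (intact and OVX) and 1224 (intact and OVX/ADX) at an unadjusted p under 0.05. With the number-named set alone for intact rats it called 3 (OVX) and 2 (OVX/ADX), and with the Intact-named set alone 1 and 6. The plain per-probe-set test was not run for these.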

Lesioning dopamine neurons in the VTA *via* infusion of 6-hydroxydopamine (which preferentially depletes dopaminergic and noradrenergic neurons) exacerbates this effect (Sirinathsinghji et al., 1995), suggesting that the actions of GnRH neurons in this region may present a separate, but necessary, component mediating the maintenance of lordosis within the midbrain. In particular, in the midbrain central gray, β-endorphin has been demonstrated to inhibit lordosis, but this effect is overcome by the prior infusion of GnRH (Sirinathsinghji et al., 1995), supporting the notion that tonic inhibition of GnRH neurons in this region is upstream of opioid effects on lordosis. As such, the enhancement of midbrain Gh1 mRNA, *via* engagement in paced mating, may play an important role in the feedback from ovarian-derived, and adrenally derived, sex steroids that maintain mating once initiation has occurred.

The enhancement of Gh1 mRNA may also confer some of progestogens’ neuroprotective effects. Gonadal steroids, such as central progestogens and peripheral E, mediate pulsatile GH secretion from pituitary in people and rodent models (Hohmann et al., 1998; Veldhuis, 1998). These effects are typically considered to occur *via* the actions of steroids at target sites within the hypothalamus and pituitary. In particular, E can act at growth hormone-releasing hormone receptor to promote GH and PRL release (Simard et al., 1986; Martel et al., 1990). Growth hormone is trophic and, throughout development, plays an important role in the maintenance of skeletal mass (Harris and Heaney, 1969; Stuart and Lazarus, 1975). Innervation of GnRH neurons *via* neurosteroid targets is enhanced cyclically. Among young adult rats in proestrous (the high-progestogen phase of the estrous cycle), the number of vesicular GABA transporter terminals that synapse on GnRH neurons is decreased and the number of vesicular glutamate transporter-2 terminals is increased compared to those in diestrous (the low progestogen phase of the estrous cycle; Khan et al., 2010). This variation is attenuated among middle-aged rats, suggesting that hormone decline drives these plastic effects (Khan et al., 2010). Thus, Gh1 mRNA enhancement, *via* exposure to paced mating, may promote trophic actions in the brain and may be partly dependent on peripheral ovary and adrenal signaling.

### Lhb, Tshb, and Fshb

Engaging in paced mating may enhance the secretion of gonadotropin β subunits independent of peripheral steroidogenesis. Irrespective of whether the animals were intact, OVX, or OVX/ADX, Lhb and Tshb were significantly up-regulated in the midbrain with mating. Others have demonstrated that 3α, 5α-THP dose-dependently enhances luteinizing hormone and follicle-stimulating hormone secretion in OVX E-primed rats, effects that could be attenuated by pretreatment with a GABA_A_, but not progestin receptor, antagonist (Murphy and Mahesh, 1984; Brann et al., 1990). While Lhb is typically considered with respect to its pulsatile secretion from the anterior pituitary to stimulate P production from ovaries (Dalkin et al., 2001; Ascoli et al., 2002), these data demonstrate Lhb mRNA enhancement in a gonad-independent manner in the midbrain (albeit this effect was greatest among gonadally intact rats). While steroid-independent examples of gonadotropin-modulating genes exist (Matagne et al., 2009), such expression is developmentally regulated. The activational effects of E to negatively regulate Lhb are critical in rodent hypothalamus and are thought to occur *via* classic steroid–DNA interactions (Glidewell-Kenney et al., 2008). However, in the midbrain, LH synthesis in response to mating may be gonad/adrenal independent and/or insufficiently repressed *via* systemic E-priming. Apart from the well-studied actions in the hypothalamus, LH may interact with important effectors at the level of the midbrain. Iontophoresis of LH-releasing hormone (LHRH) in the midbrain central gray enhances the neuronal membrane sensitivity among OVX E-primed rats (Schiess et al., 1987). Noradrenaline is also shown to stimulate LH secretion, in part, *via* actions in the dorsal noradrenergic tracts of the midbrain (Sar and Stumpf, 1981). Stimulating these midbrain tracts reduces LH secretion, supporting the importance of LH modulation at the level of the midbrain (Bergen and Leung, 1988). Similarly, Tshb was enhanced with paced mating irrespective of peripheral gland extirpation. [^3^H]thyroid-stimulating hormone (TSH) accumulates in the midbrain (Bhargava et al., 1989), and noradrenergic projections from the locus coeruleus to the hypothalamus have been suggested to play a lesser role in TSH secretion (Jaffer et al., 1990). The nigrostriatal dopamine system has been demonstrated to modulate TSH secretion (Männistö et al., 1981), and the present data support the notion that engagement in paced mating can facilitate actions at Tshb in the midbrain. Unlike Lhb and Tshb, Fshb was reduced among OVX/ADX rats compared to that in intact or OVX rats. Fshb feedback is also independent of classic E actions in the mouse hypothalamus (Glidewell-Kenney et al., 2008). As such, these data support the notion that E may also play an important role in sensitizing gonadotropin β subunits *via* noradrenergic stimulation in the midbrain, and these actions may be facilitated by engagement in mating to further promote progestogen biosynthesis to maintain mating.

The gonadotropin substrates revealed in the present study likely demonstrate an interaction between the midbrain and the hypothalamic processes. The sequential actions of E and P in the ventromedial hypothalamus are critical for the initiation of lordosis and appear to be upstream of steroids’ actions in the midbrain, which maintain lordosis and mediate the appetitive aspects of mating (solicitations and proceptive behavior; Mong and Pfaff, 2004). Prolactin cell bodies, localized to the arcuate and ventromedial nuclei of the hypothalamus, project to the midbrain central gray (Harlan et al., 1989). Luteinizing hormone releasing hormone, PRL, and TSH excite spontaneous activity of periaqueductal gray neurons in the midbrain (Ogawa et al., 1992). Further, administration of GABA_A_ agonists modulates these effects (Ogawa et al., 1992). Thus, gonadotropins in the midbrain and the hypothalamus act as important mediators of central signaling and influence the effects of peripherally, and centrally, derived sex steroids.

### S100g and Klk1b3

The enhanced mRNA of neurotrophic factors with paced mating may confer some of progestogens’ neuroprotective effects. 

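On the number-named arrays of intact rats, S100g fell by 3.91 on the log2 scale in those labelled paced mated (standard error 0.35, adjusted p = 0.0414 from limma). Over both sets of intact rats the S100g difference was −1.94 (standard error 0.60, adjusted p = 0.614 from limma), and in the Intact-named set it was 0.03 (standard error 0.10, adjusted p = 0.959 from limma). Among OVX rats it was 0.01 (standard error 0.07, adjusted p = 1 from limma), and among OVX/ADX rats 1.68 (standard error 0.96, adjusted p = 1 from limma), or 0.46 without array 2541. The S100g mating effect in intact rats differed from that in OVX rats by −1.95 (standard error 1.03, adjusted p = 0.997 from limma) and from that in OVX/ADX rats, array 2541 included, by −3.62 (standard error 1.03, adjusted p = 0.863 from limma). S100g lay at percentiles of 7.04 to 7.8 on OVX arrays and 6.48 to 9.35 on Intact-named arrays, where a mating effect may not be visible. The number-named call of S100g was lost in limma without array 2543 (adjusted p = 0.0563), 2526 (0.0665) or 2536 (0.0928), and with the trend and robust options of eBayes (0.071). With other anterior pituitary genes as a covariate it was lost at a difference of −3.92 (adjusted p = 1 from limma). The median of those genes separates the labels on these arrays, at 7.56 to 8.04 (chamber-exposed) and 6.58 to 7.18 (paced mated). That loss thus does not show that pituitary content explains the S100g call. The plain per-probe-set test did not make it either.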

Engaging in paced mating enhances the expression of S100g mRNA in the midbrain among intact, but not OVX or OVX/ADX rats. S100g (calbindin D28k) is a calcium-binding protein that is best studied for its presence in non-degenerating midbrain dopaminergic neurons in Parkinson’s disease (Lavoie and Parent, 1991; Lavoie et al., 1991; Mouatt-Prigent et al., 1994). In owl monkeys, calbindin-immunoreactive neurons are characterized by noradrenergic innervation (Gaspar et al., 1992). In rats, dopaminergic calbindin-positive cells are expressed in VTA, can be GABAergic, and are resistant to depletion *via* the 6-hydroxydopamine toxin (Sarabi et al., 2001). Similarly, in the present study, Klk1b3 mRNA up-regulation was observed markedly among gonadally intact rats, but not among OVX or OVX/ADX rats. 

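On the arrays, Klk1b3 differed by −0.84 between labelled paced mated and chamber-exposed intact rats (standard error 0.40, adjusted p = 0.651 from limma, p = 0.125 from an exact permutation test within sets). On the number-named arrays its signal was 6.74 ± 0.75 (SD, n = 3) on those labelled paced mated and 8.54 ± 0.97 (SD, n = 3) on those labelled chamber-exposed, a difference of −1.80 (standard error 0.52, adjusted p = 0.323 from limma). On the Intact-named arrays Klk1b3 differed by 0.12 (standard error 0.13), on the OVX arrays by −0.03 (standard error 0.07) and on the OVX/ADX arrays by 1.08 (standard error 0.82), or −0.01 without array 2541. The Klk1b3 mating effect in intact rats differed from that in OVX rats by −0.82 (standard error 0.70, adjusted p = 0.997 from limma) and from that in OVX/ADX rats, array 2541 included, by −1.92 (standard error 0.70, adjusted p = 1 from limma).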

Klk1b3 (Ngfg) protein is a trophic factor and may partly underlie the neuroprotective effects of progestogens in the brain. In rat models of traumatic brain injury or ischemic insult, the administration of P, or 3α, 5α-THP, reduces edema and tissue degeneration following the insult and improves the morphological and functional outcomes (He et al., 2004; Schumacher et al., 2004; Sayeed et al., 2007). Progesterone treatment reduces the mRNA and the protein markers of apoptosis, such as Bax and Bad in the cerebral cortex of rats that have had traumatic brain injury (Yao et al., 2005). Thus, the present data showing changes in S100g and Klk1b3 mRNA with paced mating suggest that these factors may be involved in the effects of paced mating to promote neuroprotective effects, partly *via* the neurosteroidogenesis of progestogens, in a peripheral gland-dependent manner.

### Limitations of These Findings

As in all scientific work, there are limitations. Those that have limited our study are as follows: first, we were limited by the number of microarray analyses provided (*n* = 18). As such, we have small samples, which is typically not a problem in gene-related studies that generates volumes of data. However, this precluded ANOVAs for behavioral studies or attributional statistics about particular aspects of behavior and how it influenced gene expression. Indeed we were fortunate to find a manageable number of factors (*n* = 53), many of which relate to our prior investigation that were identified in the midbrain, as well as some new and interesting targets. Second, among our study’s novel findings was that most of the highly up-regulated genes found were for pituitary glycoprotein hormones. Indeed the most highly up-regulated genes in the midbrain (by microarray analysis) were pituitary hormone genes (alpha glycoprotein, TSHb, LHb, FSHb, GH, and PRL). However, there was no change in GnRH gene expression as detected by microarray (although the receptor did increase slightly). 

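Gnrh1, which encodes gonadotropin-releasing hormone, differed by 0.05 between labelled paced mated and chamber-exposed intact rats (standard error 0.08, adjusted p = 0.908 from limma, p = 0.57 from an exact permutation test within sets). Its signal was 5.71 ± 0.22 (SD, n = 3) and 5.69 ± 0.15 (SD, n = 3) on the number-named arrays, and 4.41 ± 0.17 (SD, n = 3) and 4.33 ± 0.02 (SD, n = 3) on the Intact-named arrays. Gnrh1 differed by −0.12 among OVX rats (standard error 0.15) and by 0.15 among OVX/ADX rats (standard error 0.10). The receptor, Gnrhr, had a signal of 6.27 ± 0.32 (SD, n = 3) on number-named arrays labelled paced mated and 7.81 ± 0.80 (SD, n = 3) on those labelled chamber-exposed, a difference that did not pass limma's test.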

The expression of these genes in the midbrain, while consistent with some data on peripheral expression/secretion, is curious. We discuss how changes in midbrain gene expression among intact and/or those with ovaries and/or adrenals may deplete peripheral progestogen sources to influence these effects, albeit these glands are not purely progestogen secreting. For example, PRL expression is completely ablated by ovariectomy, an effect known to be dependent on estrogens. 

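On the arrays, Prl was at a median percentile of 3.96 on the 6 OVX arrays (signal 3.43 ± 0.12, SD, n = 6). On the 6 Intact-named arrays of intact rats, normalized in the same run, it was at 4.2 (3.42 ± 0.13, SD, n = 6). At signals this low in both groups, a loss of Prl with ovariectomy could not have been seen. On the number-named arrays of intact rats Prl was at a median percentile of 100, with a range from 22.1 to 100, and on the OVX/ADX arrays at 20.2, with 14.36 on array 2541. These arrays were normalized in other runs, so their signals are not directly comparable.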

As such, we cannot rule out the role of estrogens, glucocorticoids, and/or mineralocorticoids in these processes. As discussed above, we propose that the PRL neurons in the hypothalamus project to the midbrain central gray, wherein there are many connections to the VTA below. Alternatively, there could be pituitary secretion of the said hormones in response to lordosis and modulation of midbrain neuronal activity. In order to address this, up-regulated proteins for pituitary glycoprotein hormones could be confirmed in another way, such as immunohistochemistry. However, there are just as many challenges with that technique, and given the number of factors to investigate, it is beyond the scope of the present work but will be an important topic of future investigations.

## Conclusion

Engagement in paced mating is dependent on progestogens’ actions in the midbrain and involves gonadotropin signaling, which may be important for neurosteroidogenesis, maintenance of reproduction, and/or trophic signaling. However, it must be noted that changes in gene expression cannot be solely attributed to the pacing aspects of mating in the present study. The changes observed in gene expression could be due to mating in any condition and are not necessarily associated with the pacing of the mating contacts. Future investigations should aim to assess the effects of non-paced vs. paced mating on gene expression in the brain in order to parse out the influence of consummatory vs. appetitive aspects of mating. Moreover, the direct influence of 3α, 5α-THP in these effects remains implied but unknown. Microarrays of rat midbrain tissue confirmed the presence of the pregnane xenobiotic receptor (PXR; albeit the RNA expression of PXR was not mating dependent). 

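Nr1i2, which encodes the pregnane xenobiotic receptor, a nuclear receptor for steroids and xenobiotics, gave a low signal on the arrays. Its median percentile was 18.6 on the number-named and 9.33 on the Intact-named arrays of intact rats, 10.9 on the OVX arrays and 27.3 on the OVX/ADX arrays. The Nr1i2 difference between labelled paced mated and chamber-exposed intact rats was −0.06 (standard error 0.05, adjusted p = 0.788 from limma, p = 0.17 from an exact permutation test within sets). Signals were 5.26 ± 0.02 (SD, n = 3) and 5.35 ± 0.04 (SD, n = 3) in the number-named set, and 3.99 ± 0.08 (SD, n = 3) and 4.02 ± 0.11 (SD, n = 3) in the Intact-named set. Without detection calls on the arrays, a signal this low does not tell the transcript from background.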

Ongoing work is focused on investigating the role of PXR, which may act upstream of mitochondrial mechanisms to enhance *de novo* 3α, 5α-THP production, and the subsequent effects on mating (Frye, 2011; Frye et al., 2011). Future investigations should aim to assess the influence of intra-VTA PXR and/or other biosynthetic factors upstream of 3α, 5α-THP formation in the midbrain. Despite these uncertainties, the present report demonstrates a mating-enhanced mRNA expression of gonadotropin β subunits (Lhb, Tshb, and Fshb) and neurotrophic factors (Gh1, S100g, and Klk1b3) in the midbrain. These targets may present novel substrates for neurosteroids’ reproductive and/or neuroprotective effects.

The most important results of the present study were the changes in the expression of the midbrain neurosteroid genes in relation to the mating rate of females. 

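Of 17 measured genes of steroid synthesis and metabolism, 12 had a positive difference between labelled paced mated and chamber-exposed intact rats, with a median of 0.016. Limma called 0 of them over all probe sets and 0 when adjusted over the list alone. Cyp7b1, a hydroxylase of oxysterols and neurosteroids, differed by 0.24 (standard error 0.10, adjusted p = 0.621 from limma), and Cyp46a1, the cholesterol hydroxylase of neurons, by 0.18 (standard error 0.07, adjusted p = 0.621 from limma). Of 12 genes of steroid receptors and membrane progestin receptors, 8 were positive, with a median of 0.031, and 0 passed by either adjustment. Camera gave an adjusted p of 0.974 for each list in intact rats. By set, 7 of 17 synthesis genes were positive on the number-named and 14 of 17 on the Intact-named arrays. Among OVX rats the steroid synthesis list had 5 of 17 positive (limma's camera, adjusted p = 0.0938), and among OVX/ADX rats 8 of 17 (camera adjusted p = 0.366). Array signals of these rats were not set against their individual mating rates, which the labels do not give.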

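Paced mated intact rats and paced mated OVX/ADX rats were compared over 24 arrays with limma, and 12024 probe sets passed, of which 11249 were higher and 775 lower in the intact rats. Of these, 1723 were over 2-fold higher and 103 over 2-fold lower. The groups were normalized in separate runs, so gland status and run cannot be told apart in this count, and it was 6287 after quantile normalization of the 24 arrays (3297 higher, 2990 lower) and 5901 with array medians subtracted (3809 higher, 2092 lower). The excess of higher signals thus depends on the scaling. Neuropeptides of the hypothalamus varied between the sets of arrays as well. Oxt (oxytocin) was 10.88 ± 1.84 (SD, n = 3) on number-named and 6.75 ± 1.22 (SD, n = 3) on Intact-named arrays labelled paced mated, and 11.86 ± 0.52 (SD, n = 3) on OVX/ADX arrays with that label. Avp (vasopressin) was 11.19 ± 1.48 (SD, n = 3), 7.58 ± 1.96 (SD, n = 3) and 11.85 ± 0.62 (SD, n = 3) on the same arrays. Among the pituitary hormones, Lhb was 8.09 ± 0.71 (SD, n = 3), 6.36 ± 0.15 (SD, n = 3) and 8.15 ± 1.72 (SD, n = 3). For comparison, 16114 probe sets passed between intact and OVX/ADX rats of both mating labels, 17971 between OVX and OVX/ADX rats, and 2629 between intact and OVX rats. With the label set as a random block, limma called 1389 between OVX and OVX/ADX rats and 0 between intact and OVX rats, with 2519 at an unadjusted p under 0.05 for the latter. The same block raised the count to 16864 for the paced mated groups and to 18671 between intact and OVX/ADX rats. Within the run that holds both intact and OVX arrays, 388 passed.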

Using microarray methods, as many as 53 genes, involved in the expression of neurosteroids, trophic factors, and pituitary hormones, differed in the proestrous paced mating group compared to the OVX/ADX groups who mated less. Thus, data on the importance of mating in relation to the greatest changes among neurosteroid, trophic, and pituitary genes were observed.

## Data Availability Statement

The datasets generated for this study can be found in the UCLA GSE microarray consortium.references files (frye-affy-rat-483660, 584783, 584452) for intact, ovx and ovx adx rats, respectively.

## Ethics Statement

The animal study was reviewed and approved by UAlbany IACUC (Institutional Animal Care and Use Committee).

## Author Contributions

SC assisted Jason Paris with running the microarray samples in his laboratory. CF acquired funding for the project as a supplement to her R01 examining the role of neurosteroids in the midbrain VTA in social, cognitive, and reward behavior and assisted Jason Paris through all phases of the project.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

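RNA of tissue the paper describes as midbrain was measured on 24 Affymetrix rat expression arrays, with 12 arrays of intact, proestrous rats, 6 of ovariectomized (OVX) rats and 6 of ovariectomized and adrenalectomized (OVX/ADX) rats. On the Intact-named and OVX arrays, the median marker of cortex and hippocampus was 2.12 higher than on the others. That of midbrain dopamine neurons differed by −1.88. In each group, equal numbers of arrays were labelled paced mated and chamber-exposed. The paper states that 6 intact rats were used for behavioral testing. Neither the paper nor the labels say whether the second set of intact arrays comes from the same rats as the first. The log2 signals were made by the authors with RMA in Affymetrix Expression Console 1.4, according to the submitters' processing notes, and were used as deposited. The paper's methods name GCRMA in GeneSpring instead, and values made by that method were not analysed here. The lowest signals per array fall in 3 ranges, which show that the arrays were normalized in 3 runs. The runs are the number-named intact arrays, the Intact-named with the OVX arrays, and the OVX/ADX arrays.

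Of 31099 probe sets, 57 were controls. Those at or above the 20th percentile of the array in at least 3 of the 24 arrays were kept, which left 27035. Of the probe sets, 20832 carry 1 gene symbol, 436 carry several and 9831 carry no symbol, and 13081 genes had a probe set kept. Each gene is represented by its probe set with the highest mean signal.

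Comparisons were made in R 4.3.3 with limma 3.58.1 (linear models and eBayes), with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. Mating was tested in intact rats with the label set as a term, in OVX rats, in OVX/ADX rats and over the gland groups, together with differences of the mating effect between groups and differences between gland groups. Named genes were also tested by permuting the mating labels within groups. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and with the correlation estimated. The calling of genes was tested on simulated data of the same designs.

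The named genes follow a rule set before the data were examined. It takes each gene the paper names, whose values in the paper had been seen, with Gnrh1, Nr1i2, Actb and Gapdh. It adds up to 12 genes higher and 12 lower past the threshold in each mating and gland comparison, or those with the 5 smallest p-values where none passed, and up to 4 members of each list. For comparisons of gland groups that cross runs no gene was chosen, because the values were normalized separately. A comparison of intact with OVX rats within their shared run was used instead, chosen after the data were seen.

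The 25 gene lists cover pituitary hormones named by the paper (with the receptor gene Gnrhr), other anterior pituitary genes, Schwann cells, meninges, choroid plexus, blood, hypothalamic neuropeptides, midbrain dopamine neurons, serotonin neurons, motor and cholinergic neurons, immediate early genes, glucocorticoid-responsive genes, steroid synthesis, steroid receptors, GABA, glutamate and dopamine signalling, trophic factors, MHC class II, interferon response, myelin, astrocytes, microglia, endothelium and neurons in general. A further 7 lists of regional markers were compared between runs after quantile normalization of the 24 arrays.

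Alternatives covered the filter (none, or the 50th percentile), quantile normalization or subtraction of array medians, eBayes with trend and robust options, a plain per-probe-set test, array weights, the treatment of the label sets, and leaving out each array in turn. Other groupings of the same arrays were drawn with seed 1, at most 100 per comparison. The averaging of arrays that look like repeats of the same RNA was not run, because the arrays of the label sets have no mutual best partners. The qPCR values were not analysed here. The number of arrays limits the precision.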

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

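The tests of separate labelling and of pars tuberalis tissue, the split counts for each label set alone and within the shared run, and the comparison of intact with OVX rats within that run were chosen after the results were seen.

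Growth hormone (Gh1) was far from the others on array 2531, labelled paced mated, at 13.34, while the nearest of the other 5 arrays of intact rats with that label was at 6.95. These 6 arrays come from separate normalization runs. The gap was 0.847 of the range of the group. This was met in 1 of 24 groups tested, and chance gives about 1 in 20.

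The mating effect differed between the label sets of intact rats for 22 probe sets, by a limma test of the difference itself. Given as the number-named minus the Intact-named effect, the difference was −2.20 for Fshb, −3.11 for the Fshb second probe set, −3.95 for S100g, −2.43 for Giot1, −1.94 for Tshb and 1.80 for the Smurf2 called probe set. Of 100 splits, 1 (the real grouping) reached this count, and the highest of the others gave 11, which makes a random grouping unlikely. On the Intact-named arrays S100g lay at percentiles of 6.48 to 9.35 and Tshb at 3.24 to 5.05. A mating effect may not be visible at signals this low, so for these genes the difference need not be one of response. The count was 33 with quantile normalization, 43 with array medians subtracted and 2316 with array weights.

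In comparisons the paper does not report, limma called 388 probe sets between intact and OVX rats within their shared run and 4 between the mating labels of the Intact-named arrays. For the 388, 1 of 100 splits (the real grouping) reached the count, with 380 the highest other. A split that calls nearly as many probe sets points to a structure of the samples besides gland status. For the 4, the 10 splits are too few for a share under 0.05, with 0 the highest other. For the 12 of the number-named set the 10 splits are likewise too few, with 4 the highest other.

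Pituitary hormone transcripts such as Gh1, Prl and Tshb differed widely between arrays of midbrain. Within the 3 number-named arrays labelled paced mated, the median of the hormone genes and Gnrhr ranged over 2.14, against 0.02 in the 3 labelled chamber-exposed. A candidate explanation is anterior pituitary tissue carried along in the dissection. Across 22 arrays, the median of 12 anterior pituitary genes the study does not name was set against the hormone median within groups. The correlation was r = 0.38 (p = 0.402 by permutation, rank correlation 0.058, r = −0.25 without the 2 farthest). It was 0.746 in the number-named run, 0.789 in the OVX/ADX run and −0.62 in the run with low hormones. Within groups it thus cannot be told apart from no relation. That test leaves out differences between the mating labels, and arrays 2541 and 2530, which had no partner in their groups. On number-named arrays the median of the 12 genes was 7.56 to 8.04 (chamber-exposed) and 6.58 to 7.18 (paced mated). It was 7.09 on array 2541 and 6.07 to 6.23 on the other OVX/ADX arrays. Pituitary tissue thus stays open for these differences. For a wider piece of tissue with meninges, nerve or hypothalamus the largest r was 0.39 (meninges, p = 0.262 by permutation, r = −0.003 without the 2 farthest). For nerve r was −0.085 (p = 0.488 by permutation) and for hypothalamus 0.027 (p = 0.94 by permutation). Within the number-named run r was 0.762 for meninges, 0.406 for nerve and 0.734 for hypothalamus. Within groups, a wider piece thus cannot be told apart from no relation either, with the same limit of the test. On arrays 4124 and 4125, where Tshb lay 6.64 and 6.36 above the lowest OVX/ADX array and Cga 5.68 and 5.24, the largest excess of Pou1f1, Lhb or Fshb was 0.75, which is consistent with pars tuberalis tissue on these arrays, and a mating or gland effect on the hormones stays open.

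Th, Oxt and Avp were low on the Intact-named and OVX arrays. Separate labelling or normalization of the runs is argued against, since 0 of 10000 random lists matched on signal fell as much as the 13 midbrain dopamine markers without Th, at −1.72 (lowest random list −0.90). A piece of tissue from another brain region may explain the levels, since the markers of cortex and hippocampus were 2.12 higher, those of striatum 0.76 higher, those of thalamus differed by −1.40 and those of hypothalamus by −1.89. The lists of cerebellum and hindbrain differed by −0.29 and −0.51. No biological explanation was tested, since intact and OVX rats share the pattern.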

How the results depend on the processing

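With 12 arrays of intact rats, limma called 0 probe sets, and this was 12 with the number-named set alone and 4 with the Intact-named set alone. Leaving out 1 array gave 0 to 1 in intact rats (1 without Intact-5, 1 without Intact-6), 0 to 0 in OVX rats and 0 to 0 in OVX/ADX rats. For the mating effect of intact against OVX rats, the count was 1 with the Intact-named and 3 with the number-named set alone, and against OVX/ADX rats 6 and 2. Between the label sets, the 22 became 43 with array medians subtracted and 2316 with array weights. Intact against OVX gave 20537 with array weights, 0 with the label set as a random block and 388 within the shared run. OVX against OVX/ADX gave 1389 with that block, and paced mated intact against paced mated OVX/ADX 6287 with quantile normalization and 5901 with array medians. For the number-named set, counts chosen after seeing the data were 5 with the 50th percentile filter, 4 with quantile normalization, 19 with array medians, 0 with the plain test, 112 with array weights and 0 with anterior pituitary genes as a covariate, and without 1 array 2 (2543), 7 (2526), 3 (2538), 2 (2536), 55 (2531) and 58 (2539). For the Intact-named set they were 0 with the plain test and 1016 with array weights, and without 1 array 15 (Intact-1), 1 (Intact-2), 1 (Intact-3), 2 (Intact-4) and 2 (Intact-6). With an estimated correlation, 0 of 25 gene lists passed camera in intact rats (0), the number-named (0) and Intact-named (0) sets, OVX (0) and OVX/ADX (0) rats, the gland groups together (0) and the shared run (0). With each set alone, 10 (number-named) and 3 (Intact-named) lists passed, against 5 in intact rats. Intact against OVX reversed within the shared run for Akap12 (−0.82), Fosb (0.96), Gadd45b (0.44), Gria1 (0.57), Igfbp5 (−0.44) and Stab2 (−0.41). Pitx1 in paced mated rats reversed with the block (0.67). The cause was not tested. Over the named genes and alternatives, 9768 values kept direction and side of the threshold, 174 passed it newly, 72 no longer passed it and 7 reversed.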

Differences from the paper's values

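The paper counts 53 genes over 2-fold higher in paced mated rats, at an adjusted p under 0.05, and limma called 0 over 2-fold higher at these thresholds on the 12 arrays of intact rats, with 1018 higher at an unadjusted p under 0.05 and 0 called by the plain per-probe-set test. This differs under each alternative set before the data were examined. The number of arrays of intact rats is 6 in the paper and 12 here. With either label set alone that number is 6 as well, while the count of genes over 2-fold higher stays at 0 called. Over 2-fold lower, limma called 7 probe sets in the number-named set and 4 in the Intact-named set. With the direction turned round these would be the counts over 2-fold higher.

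Folds of labelled paced mated over chamber-exposed intact rats, from 12 arrays and with the paper's values in parentheses beside the number-named fold turned round (chamber-exposed over labelled paced mated), were Aldh3a1 0.712 (the paper's 3.2, turned 2.11), Capn6 0.694 (the paper's 2.8, turned 1.93), Cd44 0.764 (the paper's 2.4, turned 1.53), Cd74 0.763 (the paper's 2.5, turned 2.24), Cdh1 0.843 (the paper's 2.4, turned 1.55), Cdhr1 0.707 (the paper's 4.7, turned 2.85), Cdk1 0.908 (the paper's 2.1, turned 1.22), Cga 0.487 (the paper's 6.0, turned 4.5), Chrna3 0.731 (the paper's 2.5, turned 1.91), Dap 0.654 (the paper's 3.4, turned 2.69), Dlk1 0.776 (the paper's 2.6, turned 2.27), Dnajc3 0.754 (the paper's 2.0, turned 1.86), Eno3 0.731 (the paper's 2.0, turned 1.83), Enpep 0.751 (the paper's 2.7, turned 1.93), Fndc3c1 0.687 (the paper's 2.4, turned 2.17) and Fshb 0.465 (the paper's 16.1, turned 4.61). Further folds were Fshb 0.342 (the paper's 21.4, turned 8.6), Gal 0.814 (the paper's 2.2, turned 1.82), Galnt5 0.704 (the paper's 3.5, turned 1.95), Gh1 0.158 (the paper's 162.6, turned 39.3), Giot1 0.428 (the paper's 6.5, turned 5.42), Gnrhr 0.802 (the paper's 2.1, turned 1.55), Gnrhr 0.503 (the paper's 9.0, turned 2.92), Gpha2 0.684 (the paper's 5.1, turned 2.28), Grifin 0.565 (the paper's 2.9, turned 2.42), Ifi44l 0.839 (the paper's 2.6, turned 1.78), Igf2 0.644 (the paper's 2.1, turned 1.82), Klk1b3 0.558 (the paper's 8.3, turned 3.49), Lhb 0.47 (the paper's 10.3, turned 4.92), Nppc 0.728 (the paper's 2.6, turned 1.88), Nr4a1 0.712 (the paper's 4.5, turned 2.24) and Nucb2 0.751 (the paper's 2.3, turned 1.99). The remaining folds were Omd 0.645 (the paper's 2.2, turned 1.67), Pcolce 0.663 (the paper's 2.7, turned 2.3), Pcsk6 0.706 (the paper's 3.0, turned 2.51), Plagl1 0.578 (the paper's 2.1, turned 1.96), Plscr1 0.713 (the paper's 2.2, turned 1.76), Prl 0.221 (the paper's 58.7, turned 22.3), RT1-Da 0.749 (the paper's 2.4, turned 2.09), Rab3d 0.756 (the paper's 2.5, turned 1.87), Rcn3 0.706 (the paper's 2.6, turned 2.1), S100g 0.261 (the paper's 32.0, turned 15.1), Slc7a7 0.66 (the paper's 3.4, turned 2.27), Sytl4 0.703 (the paper's 2.0, turned 1.53), Tcim 0.61 (the paper's 3.2, turned 2.47), Timp1 0.687 (the paper's 2.4, turned 2.11), Tshb 0.541 (the paper's 4.6, turned 3.63) and Ucp2 0.775 (the paper's 2.1, turned 1.72).

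Each of the 48 folds differs from the paper's under each alternative set before the data were examined, and 39 of 39 do with the filter at the 50th percentile. With the number-named set alone, the fold of Gh1 was 0.0255 and that of Prl 0.0449. With the Intact-named set alone they were 0.98 and 1.09, and 29 of the 48 folds lay above 1. With the direction turned round, the paper's log2 folds and those of the number-named set ran together across the 48, at r = −0.965 before turning, and 32 of the 48 turned folds were within 1.5 times the paper's (median ratio of the paper's to the turned fold 1.32), so that for these the difference is mostly one of direction. For the other 16, such as Gh1 and Prl, the size differs as well, and in 48 of 48 the paper's fold was the larger. The turning was chosen after the data were seen, and the differences were judged as labelled.

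In direction, the paper states that mating lowered the expression of no gene, while the arrays labelled paced mated gave 11 lower and 1 higher call in the number-named set and 4 lower calls in the Intact-named set. With the direction turned round, the number-named calls would be 11 higher and 1 lower. Over the 12 arrays of intact rats limma called 0, and the plain per-probe-set test called 0 in each set. The paper states that pituitary hormone genes were the most increased, while 8 of 8 (7 hormone genes and the receptor gene Gnrhr) had negative differences in intact rats. Turned round, the number-named folds of Gh1 (39.3) and Prl (22.3) were the largest of the 48. These hormones thus lead in size as they do in the paper, with the sign opposite. The paper states in its results that Fshb did not differ with mating by qPCR, while its abstract and conclusion state an increase. Fshb fell by 2.20 on the number-named arrays and differed by −1.11 over the intact rats. The paper states that Lhb and Tshb were higher in mated rats by qPCR, and over the 24 arrays they differed by −0.29 and 0.16. Tshb thus has the stated sign without passing the test. That sign comes from OVX/ADX rats (2.49, or 1.66 without array 2541), since Tshb differed by −0.89 in intact and −0.07 in OVX rats. On the Intact-named and OVX arrays Tshb lay at percentiles of 3.07 to 5.74, where a mating effect may not have been visible. The paper says that its own Tshb effect did not come from mated OVX/ADX rats. For Gh1 it states higher expression in OVX than in OVX/ADX rats, and median percentiles on arrays from separate runs were 33.3 and 37.5. For trophic factors it states an increase, and the genes it discusses there include Gh1, S100g and Klk1b3, which differed by −2.66, −1.94 and −0.84 in intact rats. In a separate list of trophic factors and receptors, 6 of 20 had positive differences in intact rats, or 9 of 20 with array medians subtracted.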

Other observations

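The tests of mating groups named the other way round, of the other set of arrays, of a change of normalization and of ranks within each array were chosen after the results were seen.

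Choroid plexus genes were lower on OVX arrays labelled paced mated, with 10 of 10 negative, a median of −1.17 and a camera adjusted p of 8.54e-16 from limma, which became adjusted p = 0.415 with an estimated correlation. Adjusted over all probe sets limma called 0 of them, and 7 when adjusted over the list alone. Kl differed by −1.33 (standard error 0.17, adjusted p = 0.776 from limma), Folr1 by −1.69 (standard error 0.44) and Kcne2 by −0.70 (standard error 0.13). Among intact rats 2 of 10 were positive (camera adjusted p = 0.272 from limma). The OVX arrays differed in a regional marker too. After quantile normalization, the median cerebellum marker was 10.19 on OVX-1, labelled paced mated, and 7.37 to 7.87 on the other OVX arrays. The choroid plexus median was 7.43 on OVX-1 and 5.97 and 7.60 on the other OVX arrays labelled paced mated. It was 8.00 to 8.27 on those labelled chamber-exposed. The piece of tissue may thus differ within the OVX comparison.

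Between intact and OVX rats of the shared run, 20 of 21 immediate early genes were positive, with a median of 0.44 and a camera adjusted p of 1.48e-06 from limma (adjusted p = 0.475 with an estimated correlation). Fosb was higher by 0.96 (standard error 0.17, adjusted p = 0.0285 from limma) and Gadd45b by 0.44 (standard error 0.08, adjusted p = 0.0327 from limma). Of 16 glucocorticoid-responsive genes 15 were positive, with a median of 0.17 (camera adjusted p = 0.00132 from limma, adjusted p = 0.524 with an estimated correlation), and Fkbp5 was higher by 0.62 (standard error 0.13, adjusted p = 0.0437 from limma). Intact rats were in proestrus and OVX rats had been operated on and given estradiol benzoate, so these influences were not separated. Markers of tissue content differed as well, with 16 of 17 genes of meninges and fibroblasts negative (median −0.62, camera adjusted p = 3.66e-05 from limma, adjusted p = 0.524 with an estimated correlation) and 9 of 10 of choroid plexus negative (median −0.64, camera adjusted p = 0.0256 from limma, adjusted p = 0.524 with an estimated correlation). Of the MHC class II genes, 10 of 12 were negative (median −0.18, camera adjusted p = 0.00132 from limma, adjusted p = 0.475 with an estimated correlation). After quantile normalization, the median thalamus marker was 8.08 to 8.82 on the Intact-named arrays. It was 8.94 to 9.82 on the OVX arrays other than OVX-6, which gave 8.05. The piece of tissue may thus differ between these groups too.

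Myelin genes of oligodendrocytes were positive for mating in 12 of 12 among OVX rats, with a median of 0.17 (camera adjusted p = 0.00523 from limma, adjusted p = 0.675 with an estimated correlation). Among OVX/ADX rats 12 of 12 were negative, with a median of −0.18 (camera adjusted p = 9.56e-06 from limma, adjusted p = 0.691 with an estimated correlation). The difference between these groups was not tested. Mag, a protein of myelin, differed by 0.25 (standard error 0.19) and −0.21 (standard error 0.11). Other tissue markers moved in the same comparisons. In OVX rats, 10 of 10 choroid plexus genes were negative (median −1.17) and 9 of 11 endothelium genes positive (median 0.17). The median cerebellum marker, after quantile normalization, was 10.19 on OVX-1, labelled paced mated, and 7.37 to 7.87 on the other OVX arrays. In OVX/ADX rats, 16 of 17 genes of meninges and fibroblasts (median −0.41) and 10 of 14 of midbrain dopamine neurons (median −0.22) were negative.

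For mating in intact rats, the glucocorticoid-responsive genes had 15 of 16 negative, with a median of −0.23 (camera adjusted p = 2.32e-09 from limma, adjusted p = 0.307 with an estimated correlation) and 6 lower over the list alone. Their median was −0.335 on the number-named arrays (15 of 16 negative) and −0.162 on the Intact-named arrays (13 of 16 negative). Tissue markers moved in the same comparison, with 17 of 17 genes of meninges and fibroblasts negative (median −0.54). The markers of midbrain dopamine neurons had 11 of 14 negative (camera adjusted p = 0.0233 from limma, adjusted p = 0.801 with an estimated correlation), with 13 of 14 negative on the number-named arrays (median −0.36) and 8 of 14 positive on the Intact-named arrays (median 0.074). The camera adjusted p from limma was 0.592 for Schwann cells and peripheral nerve, 0.592 for hypothalamic neuropeptides, 0.361 for serotonin neurons, 0.974 for motor and cholinergic neurons, 0.272 for MHC class II, 0.352 for interferon response, 0.272 for myelin and 0.496 for neurons in general. It was 0.272 for immediate early genes, whose median of −0.02 became 0.003 with array medians subtracted. For blood (0.975), astrocytes (0.975), microglia (0.974) and endothelium (0.974) the sign of the list median differed from that of the test.

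On the intact arrays, the genes of the study's Table 2 ran opposite to the mating labels in the number-named set, while on the OVX/ADX arrays 42 of 48 were higher with the paced mated label (r = 0.738 with the paper's log2 folds), and 17 of 48 without array 2541 (r = −0.063). On the number-named arrays the log2 differences of the 48 matched probe sets correlated with the paper's log2 folds at r = −0.97, which is consistent with the mating groups being named the other way round in the labels or in the paper. In the Intact-named set r was 0.06, which argues against the use of that set for the table. Quantile normalization or array medians turned 0 of the 48 to higher in the number-named set. They moved the median only from −1.08 to −1.11 and −1.07, too little to turn the direction, so that count decides nothing. By ranks, 0 of the 48 had a mean percentile within the array that was not lower on those labelled paced mated. The ranks argue against a rescaling that keeps the order of signals in each array. The probe-level step of GCRMA was not run and stays open. The paper's qPCR also gives higher values in mated rats, which does not settle the naming of the arrays, and a swap of names stays a hypothesis found and tested on the same values.

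A count of 0 is reached by any split of the arrays, so the splits say nothing about chance where limma called 0. This holds for mating in intact rats (100 of 100 splits, highest other 1), over the gland groups (100 of 100, highest other 1), in OVX rats (10 of 10, highest other 1) and in OVX/ADX rats (10 of 10, highest other 7), and for the mating effect of intact against OVX rats (100 of 100, highest other 19) and against OVX/ADX rats (100 of 100, highest other 1). The counts at an unadjusted p under 0.05 from limma were 2086, 1055, 654, 667, 1027 and 1224, in the same order. Between gland groups, 1 of 100 splits reached 16114 for intact against OVX/ADX (highest other 12629), 3 of 100 reached 2629 for intact against OVX (11086), 1 of 100 reached 17971 for OVX against OVX/ADX (12495) and 1 of 100 reached 12024 for the paced mated rats (11069). These splits mix arrays of separate normalization runs, so they do not separate gland status from run. Where only the real grouping reached the count, they make a random grouping of the arrays unlikely. For intact against OVX, another split called 11086, far above the real 2629, so a random grouping is not excluded for that count. With the label set as a random block, limma called 0 for intact against OVX, with 2519 at an unadjusted p under 0.05, and 1389 for OVX against OVX/ADX. With that block it called 18671 for intact against OVX/ADX and 16864 for the paced mated rats. Splits that call so many probe sets point to a structure of the samples. The OVX/ADX arrays form a run of their own, while the intact arrays span separate runs and share 1 with the OVX arrays.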
